# Polyploid giant cancer cells are dependent on cholesterol for progeny formation through amitotic division

**DOI:** 10.1038/s41598-022-12705-4

**Published:** 2022-05-27

**Authors:** Shai White-Gilbertson, Ping Lu, Ikechukwu Esobi, Jing Echesabal-Chen, Patrick J. Mulholland, Monika Gooz, Besim Ogretmen, Alexis Stamatikos, Christina Voelkel-Johnson

**Keywords:** Cancer, Cell biology

## Abstract

Polyploid Giant Cancer Cells (PGCC) are increasingly being recognized as drivers of cancer recurrence. Therapy stress promotes the formation of these cells, which upon stress cessation often successfully generate more aggressive progeny that repopulate the tumor. Therefore, identification of potential PGCC vulnerabilities is key to preventing therapy failure. We have previously demonstrated that PGCC progeny formation depends on the lysosomal enzyme acid ceramidase (ASAH1). In this study, we compared transcriptomes of parental cancer cells and PGCC in the absence or presence of the ASAH1 inhibitor LCL521. Results show that PGCC express less INSIG1, which downregulates cholesterol metabolism and that inhibition of ASAH1 increased HMGCR which is the rate limiting enzyme in cholesterol synthesis. Confocal microscopy revealed that ceramide and cholesterol do not colocalize. Treatment with LCL521 or simvastatin to inhibit ASAH1 or HMGCR, respectively, resulted in accumulation of ceramide at the cell surface of PGCC and prevented PGCC progeny formation. Our results suggest that similarly to inhibition of ASAH1, disruption of cholesterol signaling is a potential strategy to interfere with PGCC progeny formation.

## Introduction

The plasticity and adaptability of cancer cells are major therapeutic challenges. Recently, more attention has been focused on a particular driver of this plasticity, a process whereby cancer cells de-differentiate and resume replication from a genetically unstable position, resulting in increased heterogeneity^1–3^. This adaptive process is triggered by stress like hypoxia or treatments like chemotherapy or radiation^4–6^. In response cancer cells cease mitosis and, depending on inherent mutations of genes involved in cell cycle regulation, undergo endoreplication, which results in acquisition of multiple genomes in parallel with de-differentiation that reactivates embryonic programs^7,8^. The resulting polyploid giant cancer cells (PGCC) may hold dozens of genome copies, which are then parceled out to progeny that are created through primitive cell division like budding or bursting^9,10^. PGCC have been suggested to facilitate cancer recurrence after initial therapy response or apparent remission through progeny formation^2,11,12^. Due to the genetic instability of PGCC, progeny that resume mitosis are heterogeneous and include clones that successfully evolve with more aggressive characteristics. Thus, preventing PGCC from successfully generating progeny is an urgent clinical matter.

We previously established that mitotic proliferation in cancer cells occurs independent of the lysosomal enzyme acid ceramidase (ASAH1) but that PGCC progeny generation by primitive cell division is highly dependent on the activity of this enzyme^13^. In order to understand why PGCC but not mitotically proliferating cells depend on ASAH1 function for survival, we performed an unbiased transcriptomic analysis using bulk RNA-seq. We found that more than 8000 genes were differentially expressed between parental cells and their PGCC derivatives whereas inhibition of ASAH1 did not change the expression of any genes in parental cells and only increased the expression of four transcripts in PGCC, including two involved in cholesterol synthesis. In this study, we show that PGCC are highly dependent on cholesterol and that accumulation of ceramide appears to displace cholesterol at the cell surface. The competition between cholesterol and ceramide at the plasma membrane may impact membrane fluidity and the ability of PGCC to generate progeny by primitive cleavage.

## Results

### Analysis of transcriptomes between parental cancer cells and PGCC generated after radiation stress reveal major changes in metabolic pathways involved in protein and DNA synthesis

We previously established that inhibition of acid ceramidase (ASAH1) with LCL521 results in a preferential increase in long chain ceramides within 5 h as quantified by LC/MS^13^. To visualize the increase in ceramide, we performed confocal microscopy of parental PPC1 prostate cancer cells and PGCC at 5 h after treatment with 5 μM LCL521. As shown in Fig. 1, LCL521 treatment preferentially increased ceramide at the cell surface of PGCC. Next, we analyzed transcriptomes under the same conditions to determine if a 5-h exposure to LCL521 is sufficient to impact transcriptional programs that could provide insight into PGCC biology. 

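PPC1 is a prostate cancer cell line, and its RNA was sequenced in 4 conditions with 6 libraries each: parental cells and PGCC, each with and without LCL521, a pro-drug that inhibits ASAH1. PGCC were induced by a dose of 8 Gy and enriched on a 20 micron strainer. The sample labels set the irradiation on day 2 and the harvest on day 5, and the paper's methods call the day of LCL521 exposure day 3. LCL521 was given at 5 μM. The authors deposited the number of reads counted with HTSeq on each of 48162 genes, without normalization. The genome build is not named in the paper's text, and coordinates are given here as the file lists them. Between 14835246 and 19906601 reads per library were counted on genes, with a median of 17757402 in parental cells, 17023944 in parental cells with LCL521, 17246219 in PGCC and 16609152 in PGCC with LCL521. A level of 3 counts, chosen here as the floor below which a gene is not told from absent, lay between 0.151 and 0.202 CPM (counts scaled by library size) and covers counting error only. Counts were scaled by edgeR's TMM method and genes with low counts were removed by edgeR's filterByExpr. The 2 conditions of a comparison were fitted alone with edgeR's quasi-likelihood test. The methods describe 6 sets of RNA isolations, and the labels number the libraries of each condition from 1 to 6. Libraries with the same number deviated together from their condition means. Across genes, which are not independent replicates, the median correlation of same-numbered libraries was 0.344 between parental cells and PGCC, where libraries with different numbers had a median of -0.0891. It was 0.652 against -0.337 between parental cells with and without LCL521, and 0.532 against -0.199 between PGCC with and without LCL521. Some libraries with different numbers correlated as strongly, up to 0.396, 0.628 and 0.526 in these comparisons. The check thus does not part pairing by number from a division shared by several numbers. Each comparison is therefore also given with the replicate number as a block.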

Analysis of transcriptomes between untreated cells and PGCC enriched by filtration revealed significant differences, whereas LCL521 treatment had minimal effects (Fig. 2a). 

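In a principal component analysis of log2 CPM, the first component held 55.9% of the variance and separated the 12 libraries of parental cells from the 12 of PGCC. The second component held 16.5% and separated the 8 libraries of replicates 4 and 5, at 13.3 or above, from all others, at -4.11 or below. Replicates 4 and 5 are present in each of the 4 conditions, so this division is not confounded with radiation or LCL521. The median size of the log2 fold change across the genes tested was 0.37 between parental cells and PGCC, 0.06 between parental cells with and without LCL521 and 0.06 between PGCC with and without LCL521. The 5% of genes with the largest changes exceeded 1.78 in the first comparison, 0.30 in the second and 0.31 in the third.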

A total of 8125 genes were differentially expressed between parental cells and their PGCC derivatives with 3552 genes upregulated and 4573 genes downregulated in PGCC compared to untreated parental cells (Fig. 2b). 

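Between parental cells and PGCC, 6541 of the 13812 genes tested had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 3186 (48.7%) were higher and 3355 (51.3%) were lower in PGCC. With the replicate number as a block, 7765 genes passed, 3851 higher and 3914 lower, and 6476 of the 6541 genes were among them. Of the other settings chosen in advance, DESeq2 with a fold-change prior moved the number most, to 8173 genes. Scaling by library totals alone changed the split to 3820 higher genes (60.2%) and 2521 lower genes (39.8%), and moved the median log2 fold change of all genes tested from -0.03 to 0.07. In 5865 of the 6541 genes the direction was the same in all 6 same-numbered pairs. In 6392 of them (97.7%) it was the same in replicates 1, 2, 3 and 6 as in replicates 4 and 5. A change of over 2-fold was measured in 1903 genes, of which 1513 were higher and 390 lower.
Among genes with a mean of at least 2 log2 CPM and the same direction in every pair, IL8 rose most. This gene (ENSG00000169429, chromosome 4 from 74606223 to 74609433) had 8.49 ± 3.14 CPM (SD, n = 6) in parental cells and 278 ± 192 CPM (SD, n = 6) in PGCC. Its fold change on the log2 scale was 5.05 (standard error 0.58, adjusted p = 9.2e-06 from edgeR's test with Benjamini-Hochberg adjustment), and 4.67 with the block. The mean paired difference of IL8 was 5.70 in replicates 1, 2, 3 and 6 and 2.43 in replicates 4 and 5. IL1B, BIRC3, HIST1H2BC and TNFAIP3 followed, with log2 fold changes of 4.48, 4.31, 4.12 and 4.04. The reads of HIST1H2BC, a member of a family of near-identical histone genes, may have been split among its copies by the counting. The largest fall was that of S100P (ENSG00000163993, chromosome 4 from 6694796 to 6698897), from 186 ± 38.8 CPM (SD, n = 6) in parental cells to 34.3 ± 8.98 CPM (SD, n = 6) in PGCC. Its log2 fold change was -2.43 (standard error 0.18, adjusted p = 2.8e-07 from the same test), and -2.44 with the block. PCK2, ASNS, PAPPA2 and POSTN followed, with log2 fold changes of -2.28, -2.23, -2.23 and -2.21.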

KEGG analysis indicated that major differences occur in genes pertaining to ribosomes, DNA replication, cell cycle, the lysosome, N-Glycan biosynthesis and pyrimidine metabolism (Fig. 2c and Fig. S1-S6). 

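The genes drawn in Fig. S1 to Fig. S6 were sorted into 7 sets, with cytosolic and mitochondrial ribosomal proteins apart, and each set was compared with all other genes tested. Among the cytosolic ribosomal protein genes, 75 of 83 (90.4%) were differentially expressed between parental cells and PGCC, against 47.1% of the other genes (adjusted p = 6.74e-16, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 7 sets). The same test gave an adjusted p of 0.00109 for DNA replication (27 of 35 genes, 77.1%), 0.00422 for the cell cycle (71 of 116 genes, 61.2%) and 0.025 for N-glycan biosynthesis (28 of 43 genes, 65.1%). The mitochondrial ribosomal protein genes (25 of 42, 59.5%) and the pyrimidine metabolism genes (26 of 44, 59.1%) each had an adjusted p of 0.0925. The lysosome genes (50 of 97, 51.5%) had an adjusted p of 0.233. The 4 sets under 0.05 were the same with the replicate number as a block, where 76 of 83, 28 of 35, 83 of 116 and 32 of 43 genes passed. With DESeq2, run without the filter on low counts, all 7 sets passed, as they did with edgeR without that filter. The sets were then compared with more genes, 20527 with DESeq2 against 13812 here. Leaving out the filter was thus enough to change the result. Fisher's test counts genes as independent, although the genes of a set rise and fall together.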

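Of the 75 differentially expressed genes for cytosolic ribosomal proteins, 74 were lower and 1 was higher in PGCC, and of the 27 for DNA replication, 25 were higher and 2 were lower. The median log2 fold change was -0.64 for the ribosomal genes and 0.83 for the DNA replication genes. Taken by replicate number, the median paired difference of the ribosomal genes was -0.633 ± 0.117 (SD, n = 6) and below 0 in 6 of 6 replicates (two-sided exact paired permutation test, p = 0.0312, the smallest p that 6 pairs allow). That of the DNA replication genes was 0.824 ± 0.357 (SD, n = 6) and above 0 in 6 of 6 replicates, with the same exact p. In replicates 1, 2, 3 and 6 the means were -0.60 and 0.61, and in replicates 4 and 5 they were -0.70 and 1.25. The parental cells of replicates 4 and 5 had lower DNA replication gene expression, with a mean deviation from the condition mean of -0.34 against 0.18 in the other replicates. With the camera test of limma and Benjamini-Hochberg adjustment over the 7 sets, the adjusted p was 2.2e-24 for the ribosomal genes and 8.7e-07 for the DNA replication genes. With the replicate block the medians were -0.64 and 0.88, with adjusted p-values of 4.9e-18 and 1.4e-05 from the same test. Camera took a correlation of 0.01 between genes of a set. With the correlation estimated from the libraries, 0.279 and 0.297, the adjusted p-values were 0.116 and 0.178.

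**Figure D1:**
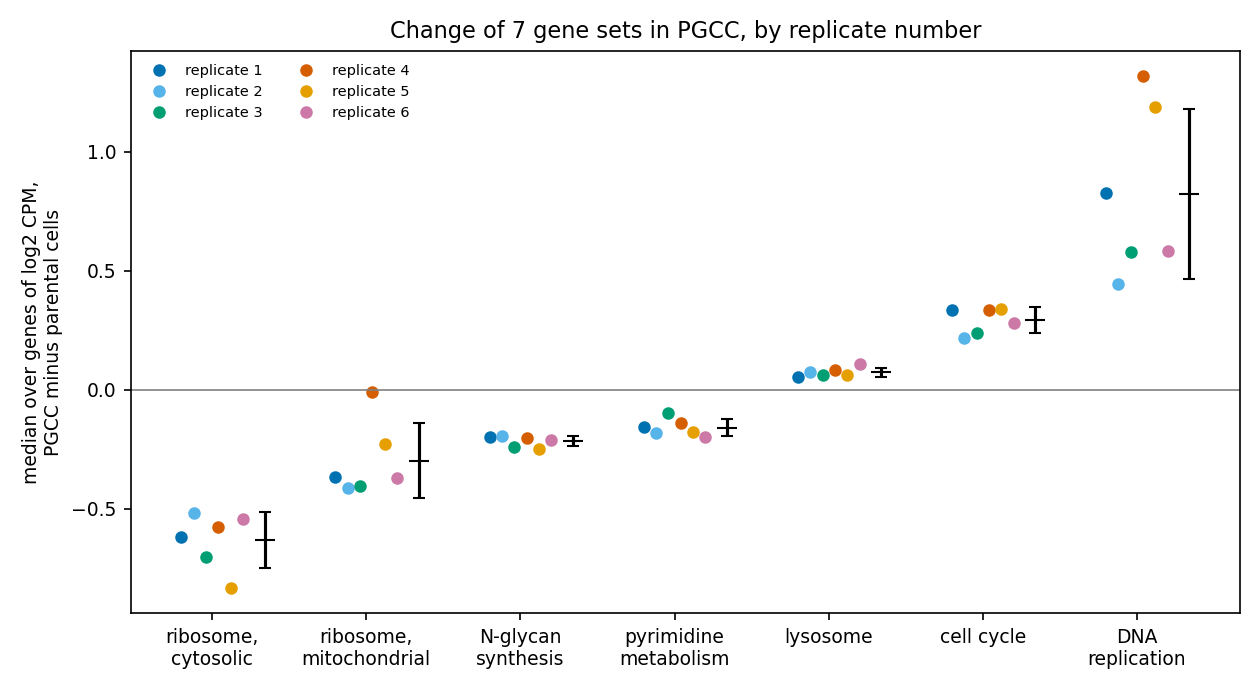
Median over the genes of each set of the log2 CPM in PGCC minus that in parental cells (y axis), for 7 gene sets (x axis). Points are the 6 same-numbered pairs, colored by replicate number, and the black marks are their mean and SD; the ribosomal points lie between -0.83 and -0.52 and the DNA replication points between 0.45 and 1.32.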

Ribosomal genes were decreased whereas genes involved in DNA synthesis were increased, suggesting that PGCC repress protein synthesis in favor of DNA synthesis. Since PGCC are not proliferating, significant differences are also detected in cell cycle genes.

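Of the 71 cell cycle genes that differed between parental cells and PGCC, 52 were higher and 19 were lower in PGCC. The median log2 fold change of the set was 0.27, and 0.33 with the replicate block. The adjusted p from camera with Benjamini-Hochberg adjustment over the 7 sets was 6.0e-04, and 0.00111 with the block. With the estimated correlation between genes, 0.0521, it was 0.175. The median paired difference was 0.292 ± 0.0543 (SD, n = 6) and above 0 in 6 of 6 replicates, with means of 0.27 in replicates 1, 2, 3 and 6 and 0.34 in replicates 4 and 5. The largest rise of the set was that of CDKN1A (ENSG00000124762, chromosome 6 from 36644305 to 36655116), which encodes the cell cycle inhibitor p21. It rose from 10.2 ± 3.79 CPM (SD, n = 6) in parental cells to 135 ± 58.8 CPM (SD, n = 6) in PGCC, a log2 fold change of 3.74 (standard error 0.37, adjusted p = 2.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the lower ribosomal genes and the higher DNA synthesis genes, the paper proposes that PGCC turn from protein synthesis to DNA synthesis, and it relates the cell cycle genes to the absence of proliferation.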

**Figure 1:**
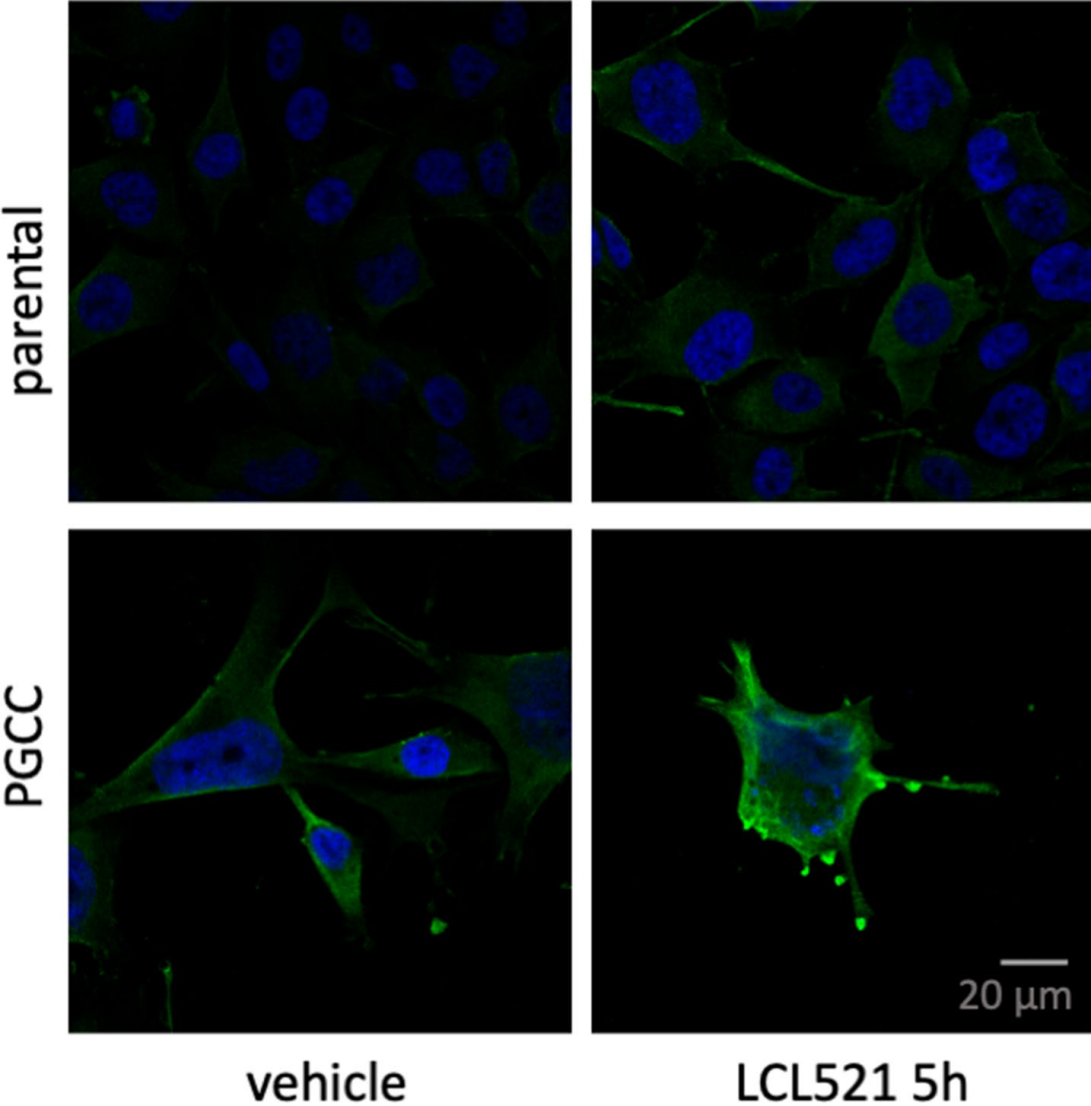
Ceramide accumulation after 5 h of LCL521 treatment. Parental and PGCC cells were treated with vehicle or 5 μM LCL521 for 5 h and ceramide staining analyzed by confocal microscopy. The green signal indicates ceramide staining. Nuclei are identified by DAPI (blue).

**Figure 2:**
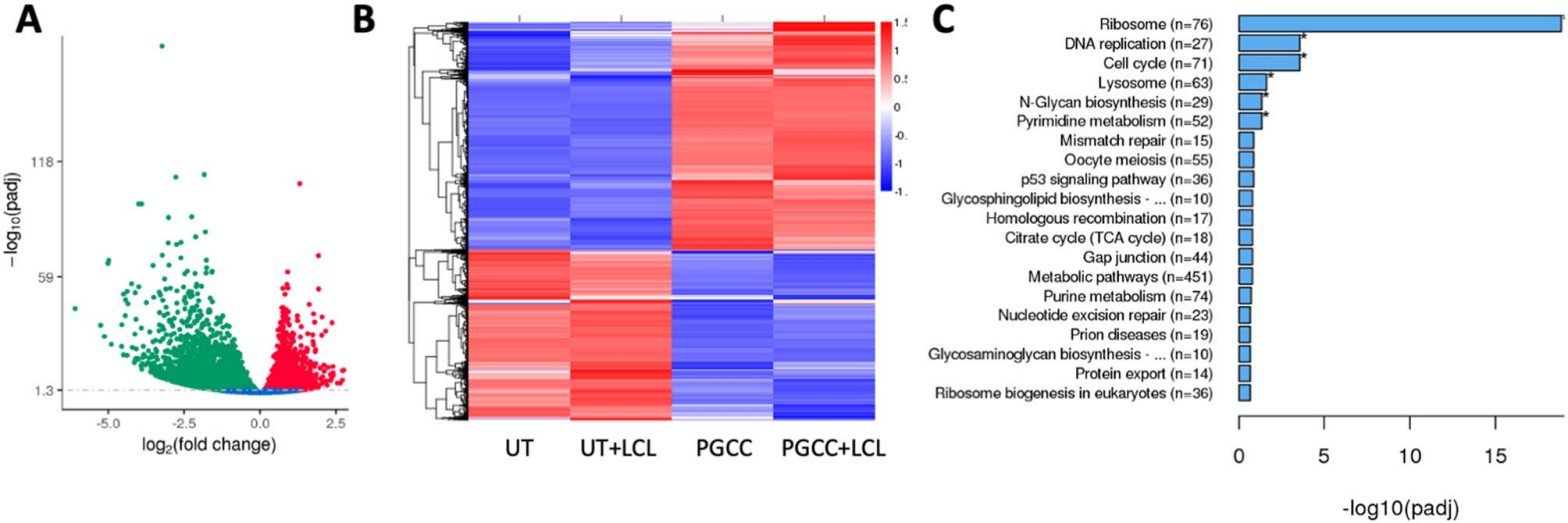
Transcriptomics-identified differences between parental PPC1 cells and PGCC generated through radiation. (**A**) Volcano plot and (**B**) heat map of differentially expressed genes between untreated parental cells (UT) and PGCC (**C**) Top 20 KEGG bioinformatics groups altered in PGCC. Analysis was performed by Novogene using the DESeq2 R package (v.2_1.6.3).

### Inhibition of ASAH1 does not affect gene expression in parental cells but increases select genes in PGCC

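In parental cells, 0 of the 13277 genes tested had an adjusted p-value under 0.05 after LCL521 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 71 had an unadjusted p under 0.05. In PGCC, 1 of 14151 genes passed, INSIG1, and 218 had an unadjusted p under 0.05. With DESeq2 in place of edgeR, 0 genes passed in parental cells, with 160 at an unadjusted p under 0.05, and 4 genes passed in PGCC. With the replicate number as a block, 115 genes passed in parental cells, 69 higher and 46 lower, and 234 genes passed in PGCC, 153 higher and 81 lower. Of these, 66 genes passed in both populations, and all 66 changed in the same direction. The block together with a correction for gene length moved the numbers most, to 230 and 255 genes. Counts were simulated with a replicate effect of 0.5 (SD, log2), the same in libraries of the same number, and with changes of 1 (log2). On these counts the fit without the block recovered 0 of 200 changed genes. The fit with the block recovered 200, with 17 other calls among 13333 genes. INSIG1 in PGCC changed by 0.67, less than the simulated genes, so these numbers do not give the power for changes of that size. With a length bias also added to the simulated counts, the fit with the block made 4636 other calls among 13451 genes. With the block and the correction for gene length it made 11.

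**Figure D2:**
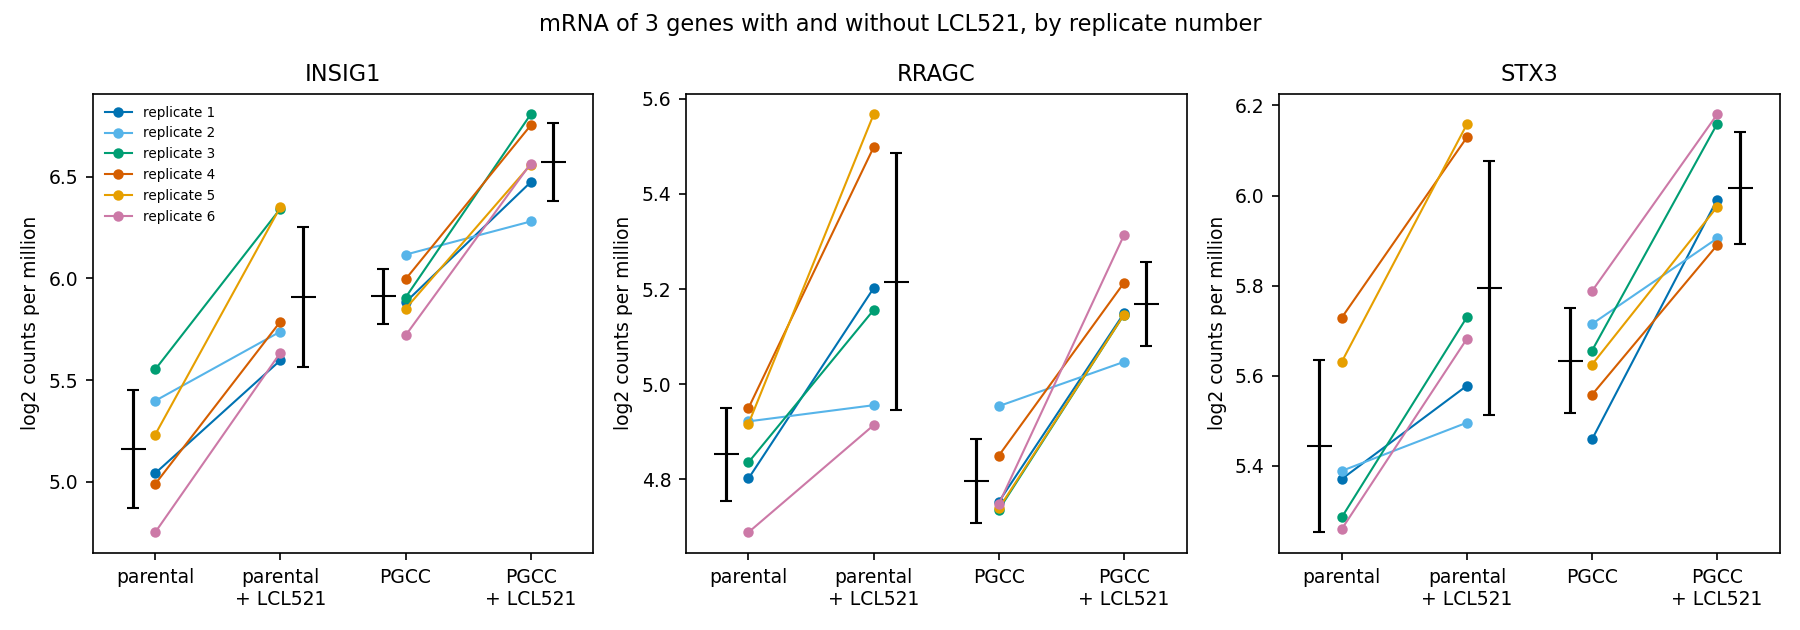
Log2 CPM (y axis) of INSIG1, RRAGC and STX3 in parental cells and PGCC without and with LCL521 (x axis). Lines join libraries of the same replicate number and the black marks are the mean and SD of 6 libraries; each of the 3 genes is higher with LCL521 in 6 of 6 pairs of parental cells and in 6 of 6 pairs of PGCC.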

Exposure to 5 μM LCL521 for 5 h did not significantly change the expression of any genes in untreated parental PPC1 cells but significantly upregulated the expression of four genes in PGCC including two, HMGCR (3-Hydroxy-3-Methylglutaryl-Coenzyme A Reductase) and INSIG1 (Insulin Induced Gene 1), that are involved in the synthesis of cholesterol (Fig. 3a–c). All mammalian cells have the capacity to synthesize cholesterol de novo from acetate in the endoplasmic reticulum, where HMGCR serves as the rate limiting enzyme. When sterols accumulate in the endoplasmic reticulum membrane, INSIG1 ubiquitinates HMGCR and facilitates its proteasomal degradation. 

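In PGCC, LCL521 raised INSIG1 mRNA 1.59-fold (95% interval 1.38 to 1.83, from edgeR's fit). With the replicate number as a block the fold was unchanged at this precision, and the interval was 1.42 to 1.77.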

Although the fold-change in expression of HMGCR and INSIG1 mRNA was less than 2, we were interested in determining whether the observed pattern was idiosyncratic to PPC1 cells or if it was observed in PGCC generated from other cancer cells. To address this question, we generated MEL624 melanoma PGCC and assessed changes in HMGCR and INSIG1 after LCL521 treatment. As in PPC1 prostate cancer cells, we detected a highly significant increase in INSIG1 mRNA and a smaller, but also significant increase in HMGCR following ASAH1 inhibition in PGCC (Fig. 3d).

**Figure 3:**
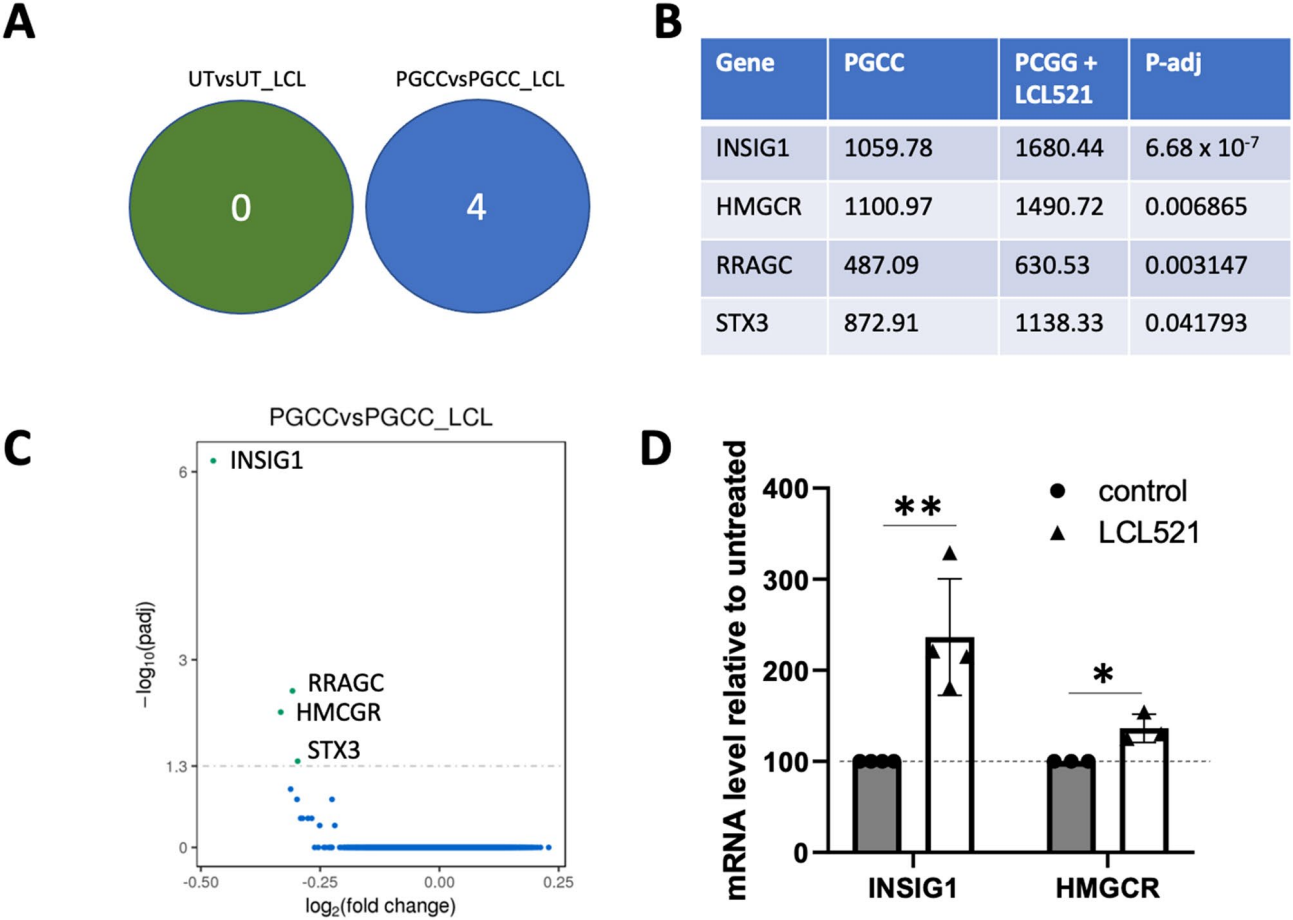
Transcriptomics-identified differences between untreated PGCC and PGCC treated with LCL521 for 5 h. (**A**) Four mRNAs were increased by LCL521 exposure in the PGCC population while none were altered by the drug exposure in the parental PPC1 population. (**B**) Summary of the four upregulated genes in PGCC; all genes were upregulated upon LCL521 treatment. Values in PGCC and PGCC treated with LCL521 as well as the adjusted p-value are shown with p values adjusted using the Benjamini and Hochberg approach for controlling the false discovery rate. (**C**) Graphical representation of change magnitude for the four significantly upregulated mRNAs in PGCC. (**D**) qPCR analysis of HMCGR and INSIG1 in MEL624 PGCC generated through radiation and left untreated or exposed to 5 μM LCL521 for 5 h.

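INSIG1 (ENSG00000186480, chromosome 7 from 155089486 to 155101945) had 60.3 ± 5.69 CPM (SD, n = 6) in PGCC and 95.7 ± 12.5 CPM (SD, n = 6) in PGCC with LCL521. Its log2 fold change was 0.67 (standard error 0.09, adjusted p = 0.0395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 1.8e-06 with the replicate block. RRAGC (ENSG00000116954, chromosome 1 from 39303870 to 39325495) had 27.7 ± 1.75 CPM (SD, n = 6) and 35.9 ± 2.23 CPM (SD, n = 6), a log2 fold change of 0.38 (standard error 0.07, adjusted p = 0.301 from the same edgeR test, 2.7e-04 with the block). STX3 (ENSG00000166900, chromosome 11 from 59480929 to 59573354) had 49.7 ± 3.97 CPM (SD, n = 6) and 64.8 ± 5.71 CPM (SD, n = 6), a log2 fold change of 0.39 (standard error 0.08, adjusted p = 0.715 from the same edgeR test, 2.2e-05 with the block). Every library of PGCC with LCL521 had more of each of these 3 mRNAs than every library of PGCC without it (two-sided exact permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow). The mean paired differences in replicates 1, 2, 3 and 6 and in replicates 4 and 5 were 0.62 and 0.73 for INSIG1, 0.37 and 0.39 for RRAGC, and 0.40 and 0.34 for STX3. The mRNA of ASAH1 itself, the target of LCL521, had a log2 fold change of 0.04 (adjusted p = 1.00 from edgeR with Benjamini-Hochberg adjustment) in PGCC.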

### Cholesterol metabolism differs between parental cancer cells and PGCC

Next, we investigated how inhibition of ASAH1 affects HMGCR and INSIG1 protein expression in parental cells and PGCC. Cholesterol synthesis is tightly regulated by negative feedback mechanism in order to conserve cellular energy and prevent toxicity. When levels of cholesterol are sufficient, INSIG1 protein promotes the degradation of HMGCR through activation of the sterol regulatory element-binding protein (SREBP). However, upon depletion of cholesterol, INSIG1 protein is rapidly degraded resulting in the release and nuclear translocation of SREBP, where it induces INSIG1 mRNA transcription^14^. Thus, mRNA and protein levels of INSIG1 are inversely correlated. To mimic cholesterol starvation, we treated cells with the HMCGR blocker simvastatin. As shown in Fig. 4a, HMGCR is barely detectable in parental cells or PGCC at baseline (lanes 1 and 5) but increases significantly with simvastatin treatment (lanes 2 and 6), indicating that cholesterol sensing is functional in both populations. When ASAH1 is inhibited by LCL521, HMGCR protein increases significantly in PGCC (lanes 7 and 8 pooled and compared to lane 5, p < 0.05) but not parental cells (lanes 3 and 4 pooled and compared to lane 1, p = 0.76). INSIG1 expression was not affected by ASAH1 inhibition in parental cells (p = 0.27) but was decreased in PGCC (p < 0.01). Quantification of gene expression is shown graphically in Fig. 4b,c to demonstrate changes in PGCC compared to relatively stable expression patterns of parental cells. Taken together, these results suggest that changes in HMGCR and INSIG1 mRNA in PGCC upon ASAH1 inhibition reflect that these cells sense a decrease in cholesterol levels.

**Figure 4:**
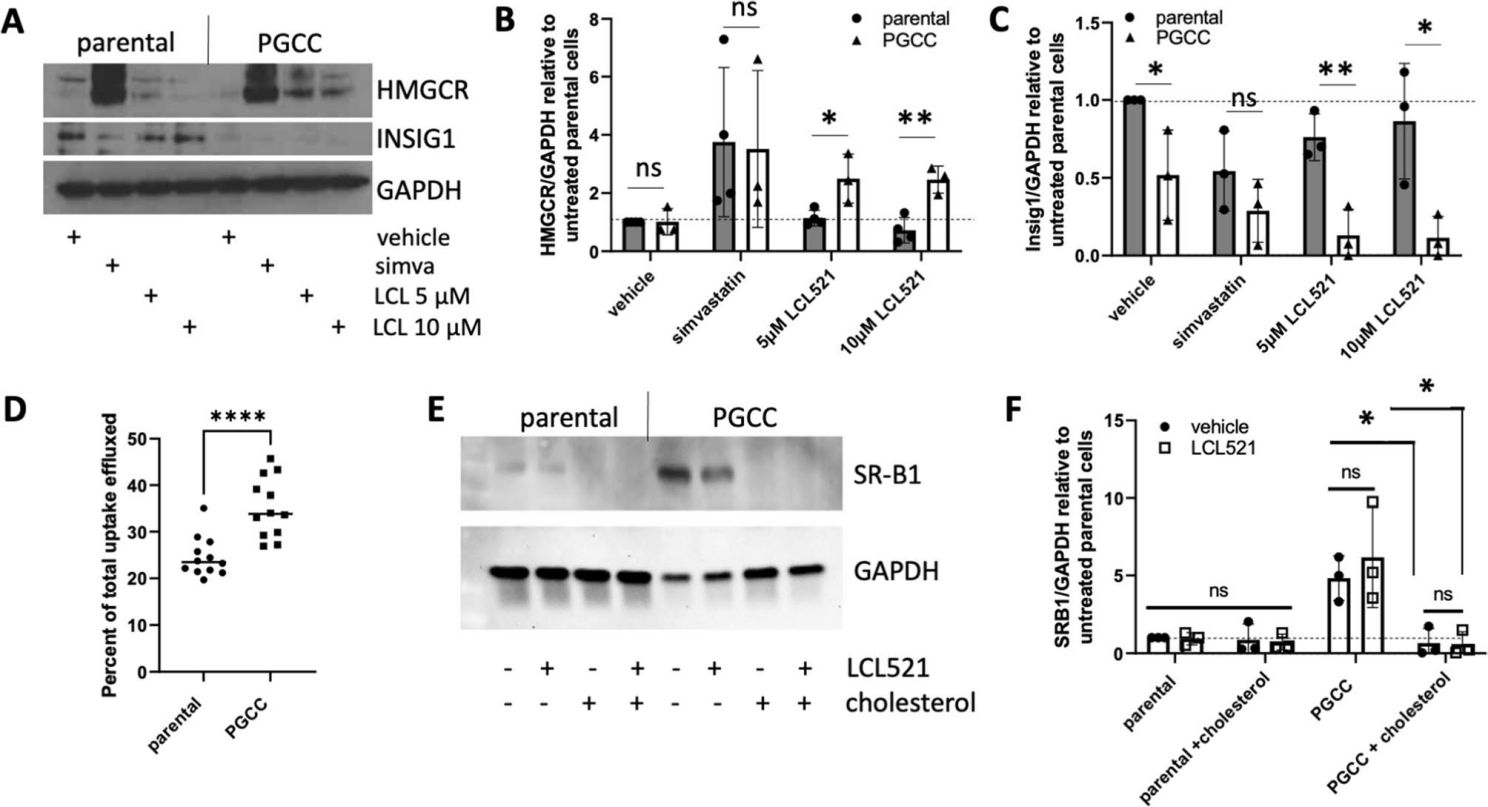
Cholesterol metabolism and trafficking in PGCC is upregulated. (**A**) Western blot analysis of HMCGR and INSIG1 after two days of treatment with 5 or 10 µM LCL521. Simvastatin (1 µM) was included as a positive control. Expression levels relative to GAPDH were calculated for both genes and normalized to untreated parental cells. Comparisons between parental and PGCC are shown for HMGCR (**B**) and INSIG1 (**C**), summarizing 3 or 4 independent experiments. (**D**) Quantification of cholesterol efflux, represented as percent released of total incorporated. (**E**) Western blot analysis of SR-B1, with 3 independent experiments quantified in (**F**). *p < 0.05; **p < 0.01, **** p < 0.0001.

Maintenance of cholesterol homeostasis is complex. In addition to de novo synthesis in the endoplasmic reticulum, cholesterol can be taken up from the extracellular environment, transported within cells via the endo-lysosomal network and, since most cells are not capable of efficiently catabolizing cholesterol, effluxed from the cell. When loaded with exogenous cholesterol and cultured in serum to mimic physiological conditions, PGCC efflux a higher proportion of cholesterol than parental cells (Fig. 4d). We also evaluated the expression of scavenger receptor, class B type 1 (SR-B1), a protein known to participate in both HDL-mediated cellular cholesterol uptake and efflux and found that compared to parental cells, PGCC express high levels of SR-B1and that treatment with exogenous cholesterol decreased SR-B1 expression in PGCC to levels detected in parental cells (Fig. 4e,f)^15^. LCL521 did not have a significant effect on the expression on SR-B1 (Fig. 4f). Overall, these results highlight differences in cholesterol metabolism between parental cancer cells and radiation-induced PGCC.

### Ceramide does not colocalize with cholesterol and accumulates in PGCC upon ASAH1 inhibition

The endo-lysosomal network is important for distribution of cholesterol to other cellular organelles. Cholesterol is taken up as a complex with LDL and its receptor and is dissociated from the LDLR upon acidification in the endosomal lumen. The LDL-cholesterol is then transported to the late endosomes where hydrolysis by acid lipases releases free cholesterol, mediated by Niemann-Pick proteins. Defects in this process result in a lysosomal storage disorder that was recently shown to involve a cholesterol-dependent inverse relationship with ASAH1^16^. We therefore investigated how ASAH1 inhibition affects the intracellular distribution of cholesterol upon LCL521 treatment by staining cultures with filipin for visual evaluation^17^. Our results show that filipin staining is similar between untreated and LCL521 treated parental cells (Fig. 5a). In contrast, treatment of PGCC with LCL521 resulted in increased cholesterol staining in the perinuclear region (Fig. 5b,c), suggestive of disruption of cholesterol homeostasis. These results offer a potential explanation for the selective upregulation of HMGCR and INSIG1 mRNA in PGCC following ASAH1 inhibition.

**Figure 5:**
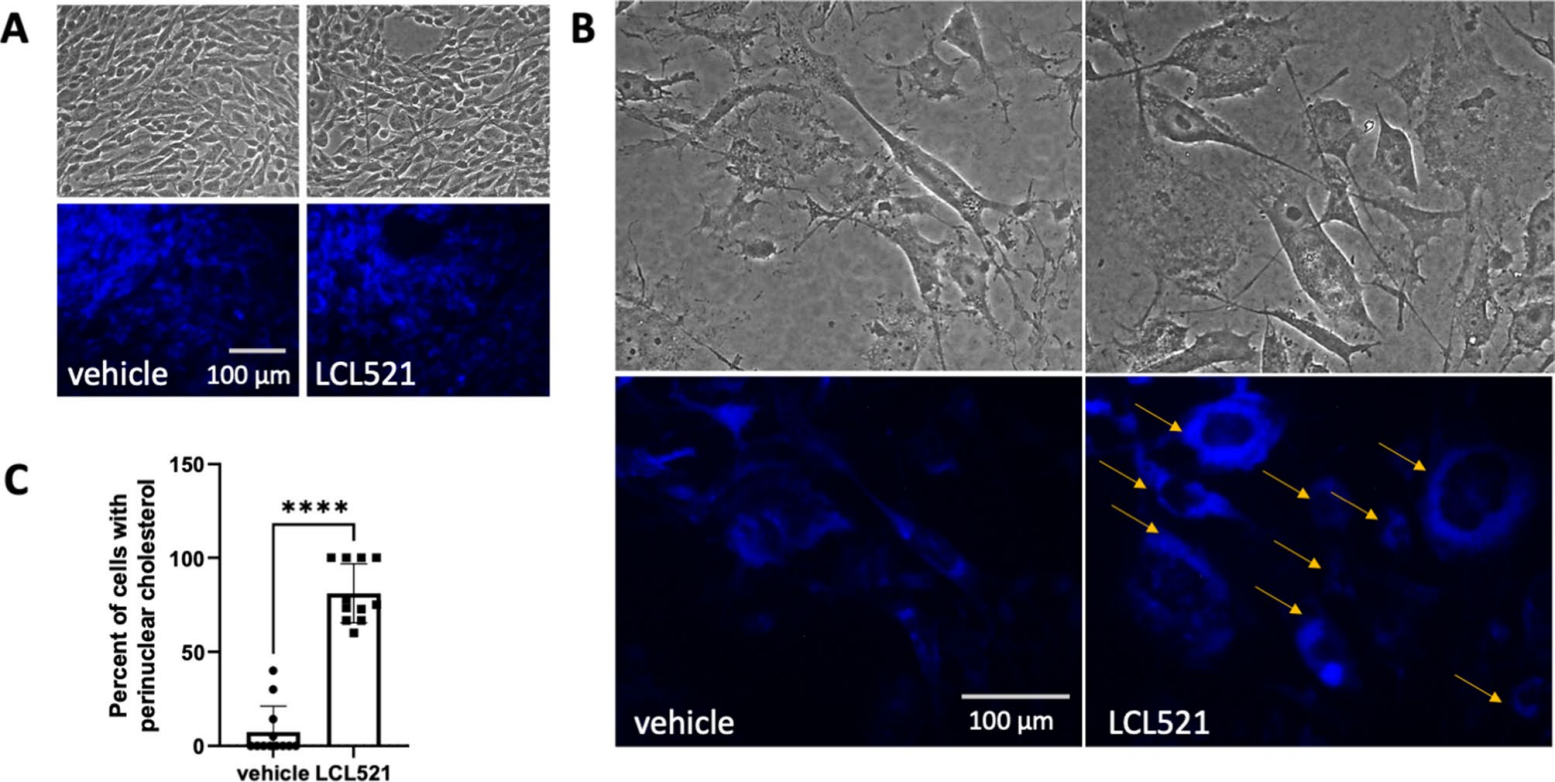
Cholesterol staining changes in PGCC upon LCL521 treatment. (**A**) Uncropped 20X images of parental cells stained with filipin III to visualize cholesterol after 48 h of indicated treatment. (**B**) 20X images of PGCC after the same protocol as (**A**). Yellow arrows indicate the perinuclear accumulation of cholesterol. (**C**) Quantification of at least three images per experiment over three experiments; vehicle treated PGCC n = 86 and LCL521 treated PGCC n = 73. **** p < 0.0001.

Inhibition of ASAH1 interferes with the hydrolysis of ceramide to sphingosine in the lysosome, leading to accumulation of ceramide. We previously demonstrated that inhibition of ASAH1 in PGCC either by LCL521 or off-target effect of tamoxifen results in a particular morphology that features long, thin extrusions that we termed “barren branches”^18^. As shown in Fig. 1, LCL521 treatment resulted in the accumulation of ceramide at the PGCC cell surface and in “barren branches” (Fig. S7). Since cholesterol is important for membrane fluidity and biophysical studies have shown that ceramide displaces cholesterol 1:1 in artificial membranes, we wanted to visualize the subcellular locations of ceramide and cholesterol in the absence or presence of LCL521 in the same cell^19^. Simvastatin was included as a control for cholesterol depletion. Treatment with LCL521 or simvastatin did not significantly impact parental cells (Fig. 6a upper row) but increased ceramide staining in PGCC within the cell extensions and cellular edges (Fig. 6a middle and lower rows). The average Pearson’s correlation for the untreated controls was − 0.055 ± 0.160. A one-sample t-test revealed no difference compared with 0 (t(df) = X, p = x), suggesting that these two lipids do not colocalize in the same membrane domain. Colocalization analysis of ceramide and cholesterol signals following treatment with LCL521 or simvastatin showed that the overall Pearson’s coefficient for the images remained stable across all treatment conditions with no significant differences detected with 2-way ANOVA, indicating the ceramide and cholesterol consistently exclude each other to the same degree, regardless of lipid levels (Fig. 6b). Ceramide staining intensity per cell increased significantly with LCL521 treatment (p < 0.001) but not with simvastatin (p = 0.12).

**Figure 6:**
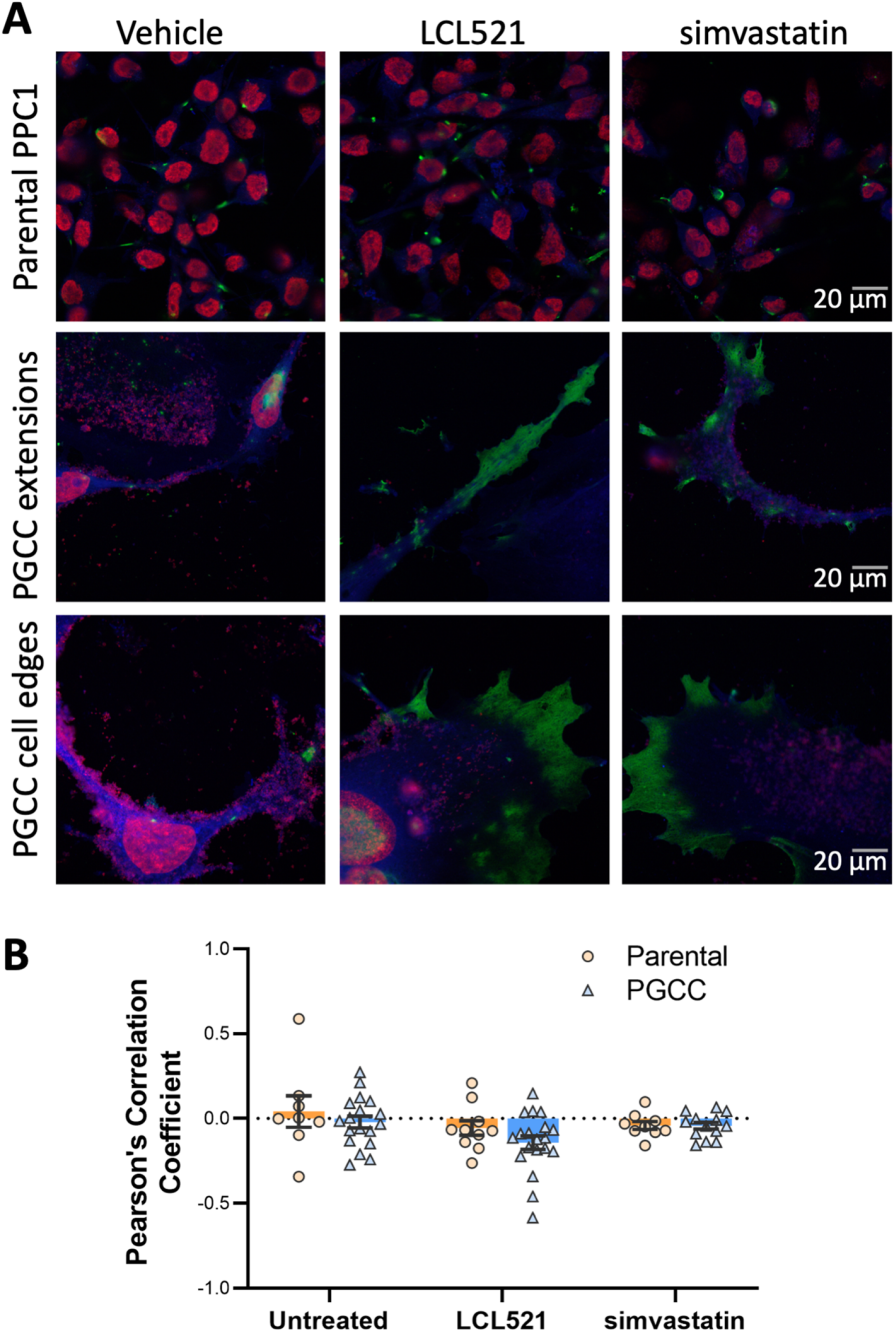
Ceramide and cholesterol segregate, with ceramide appearing at periphery of PGCC treated with LCL521 or simvastatin. (**A**) Uncropped 63X images were obtained of parental cells or PGCC treated with 5 µM LCL521 or 1 µM simvastatin for 48 h. Green indicates ceramide staining, which appears at cellular termini in treated PGCC. Blue indicates filipin staining of cholesterol and red indicates SYTOX deep red staining of nucleic acids. (**B**) Quantification of ceramide/cholesterol signal colocalization across all samples and conditions, showing a durable lack of colocalization for the lipids.

### Simvastatin treatment is sufficient to inhibit PGCC cell division

Our results showed that ASAH1 inhibition leads to accumulation of ceramide at the cell surface and that ceramide and cholesterol do not colocalize. We therefore hypothesized that, since cholesterol is important for membrane fluidity, loss of cholesterol could affect membranes such that PGCC are unable to extrude progeny. To test whether lowering cholesterol has the same effect as inhibition of ASAH1 on PGCC progeny formation, we treated parental cells and PGCC with simvastatin and analyzed the effect on proliferation and colony formation, respectively. In parental cells, simvastatin exerted some growth inhibition likely because rapidly dividing cells require cholesterol to manufacture membranes for daughter cells (Fig. 7a,b). In PGCC simvastatin treatment resulted in “barren branching” as previously observed in response to ASAH1 inhibition (Fig. 7a, Fig. S7)^18^. Furthermore, simvastatin almost completely ablated the ability of PGCC to reproduce by primitive means as quantified through colony formation (Fig. 7c). Similar results were obtained in MEL624 melanoma cells, confirming that the effect of simvastatin on PGCC progeny and colony formation was not limited to PPC1 prostate cancer cells (Fig. 7d–f). These results indicate that inhibition of ASAH1 or interfering with cholesterol synthesis similarly inhibit the ability of PGCC to generate progeny.

**Figure 7:**
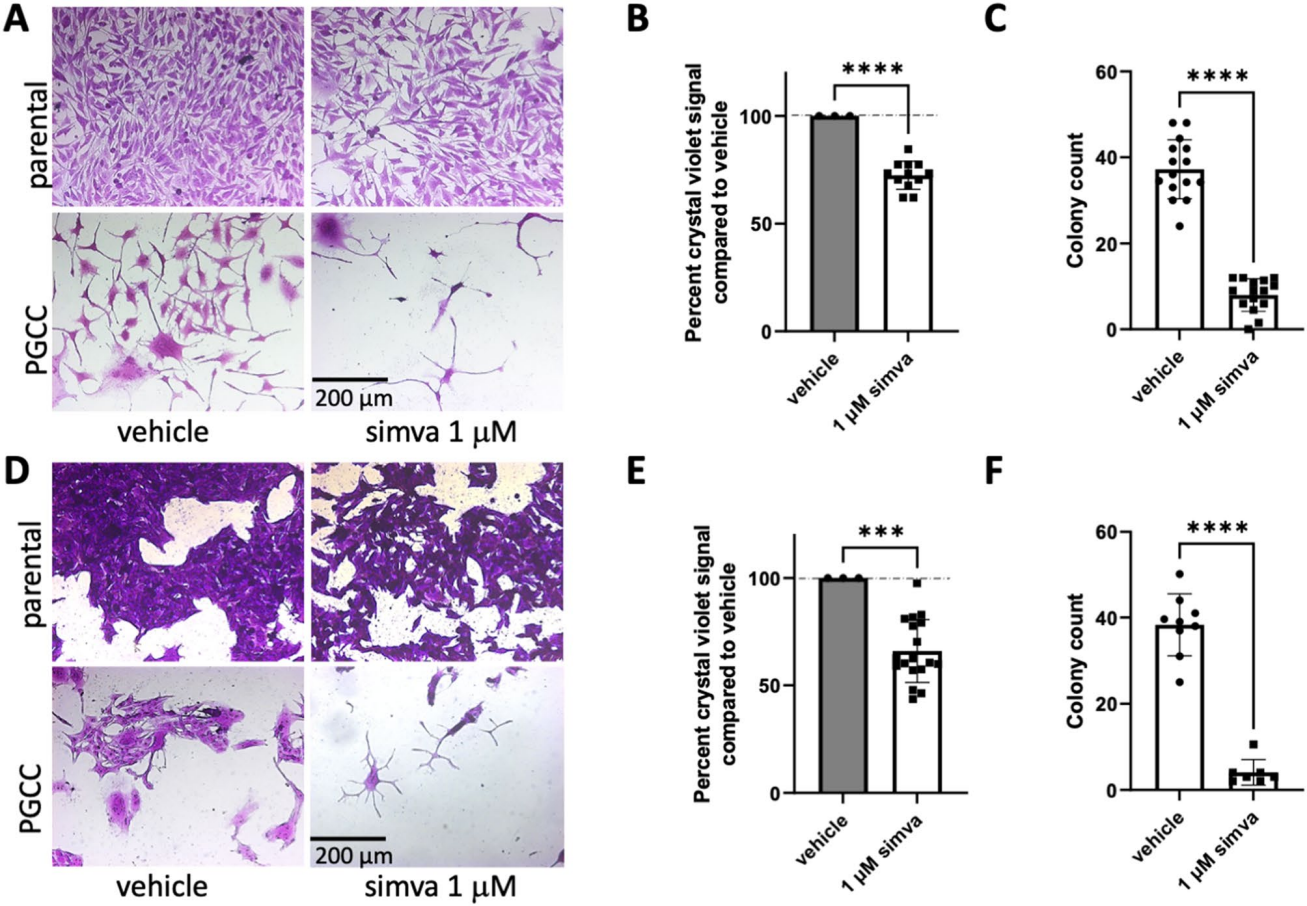
Simvastatin alone inhibits PGCC division. (**A**) 10X images of parental PPC1 cells or PGCC treated with DMSO or simvastatin. Daughter cells are shown mid-extrusion from DMSO treated PGCC while simvastatin treated PGCC lack progeny. (**B**) Growth inhibition in parental PPC1 exposed to simvastatin is quantified by the crystal violet viability assay, with DMSO treatment set at 100% viable. (**C**) Colony counts of filtered PGCC are quantified, with at least three independent experiments represented. (**D**) 10X images of parental MEL624 cells or their PGCC treated with DMSO or simvastatin. Statin-treated parental cells show slight growth inhibition as quantified in (**E**). Statin-treated PGCC show a loss of colony formation as quantified in (**F**), representing at least three independent experiments. ***p < 0.001, ****p < 0.0001.

## Discussion

It is clear from morphological observations that PGCC have undergone profound changes. Similar to our results shown in Fig. 2 other groups reported that PGCC have significantly altered gene expression^20,21^. Ribosomal genes and genes involved in DNA synthesis or cell cycle regulation were particularly impacted (Fig. 2). Downregulation of ribosomal genes and a concomitant increase in DNA synthesis genes may reflect that PGCC redirect efforts to DNA synthesis rather than protein synthesis. The increase in DNA synthesis genes in our study (suppl. Figure 3) contrasts with results in murine hepatocellular carcinoma cells (HEPA 1–6), which reported an overall downregulation in these genes^20^. This discrepancy could be related to timing, since we collected PGCC three days after exposure to irradiation, whereas the HEPA 1–6 derived population was analyzed after 14 days of continuous drug exposure. It is possible that a widespread upregulation of DNA synthesis genes, particularly in genes associated with the DNA synthesis-related portions of the cell cycle, reflect an initial period of DNA synthesis followed by a tapering with the reduced expression of DNA synthesis genes after 14 days of drug exposure. The Liu laboratory, which analyzed transcriptomes of untreated ovarian cancer cells, PGCC harvested after a single day of drug exposure and 3 days of recovery, and cells released from these PGCC, demonstrated sweeping differences between the populations along the experimental timeline^21^. Overall, the process of PGCC formation maybe more specific, delimited, and controlled than we currently understand. Thus, further temporal analysis is needed to gain a better understanding of the dynamics of DNA synthesis gene expression in PGCC that develop in response to stress exposure.

While the differences between the parental and PGCC populations deserve further analysis, we were primarily interested in understanding why LCL521, pro-drug that inhibits ASAH1 and minimally affects mitotically proliferating parental cells, nearly completely inhibits progeny formation in PGCC^13^. Consistent with our observation that LCL521 had no significant effects on the transcriptome of parental cells, this drug has no effect on primary tumor growth when used as a single agent in vivo^22^. In contrast, LCL521 is highly effective in preventing radiation therapy failure, which is why we were specifically interested in its effect on PGCC, which are induced by radiation stress^13,22^. 

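In parental cells, INSIG1 had the smallest p of all genes tested for LCL521. It had 36.3 ± 7.34 CPM (SD, n = 6) without and 61.5 ± 15.5 CPM (SD, n = 6) with the drug, a log2 fold change of 0.77 (standard error 0.17, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block its adjusted p was 6.5e-04. FAM46C and DLC1 had the next smallest p-values, with log2 fold changes of 0.35 and -0.79. RRAGC had 28.8 ± 1.93 CPM (SD, n = 6) and 37.6 ± 7.16 CPM (SD, n = 6), and STX3 had 43.8 ± 6.02 CPM (SD, n = 6) and 56.3 ± 11.4 CPM (SD, n = 6). Their log2 fold changes were 0.39 and 0.37, each with an adjusted p of 1 from the same edgeR test, and of 0.0170 and 0.00713 with the block. These 3 mRNAs were higher with LCL521 in 6 of 6 same-numbered pairs (two-sided exact paired permutation test, p = 0.0312, the smallest p that 6 pairs allow). Unpaired exact permutation tests gave p = 0.00216 for INSIG1, 0.0108 for RRAGC and 0.0281 for STX3. The mean paired differences in replicates 1, 2, 3 and 6 and in replicates 4 and 5 were 0.64 and 0.96 for INSIG1, 0.25 and 0.60 for RRAGC, and 0.30 and 0.46 for STX3. ASAH1 mRNA had a log2 fold change of 0.09 (adjusted p = 1 from the same edgeR test).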

RNA-seq analysis confirmed that even a treatment of only 5 h selectively resulted in significant increases of 4 transcripts in PGCC, including RRAGC, which assists in targeting MTOR to the lysosome^23^, and STX3, which facilitates secretory autophagy^24^. 

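Whether the LCL521 effect differs between PGCC and parental cells was tested directly, as an interaction fitted to all 24 libraries. Of 14555 genes, 0 had an adjusted p-value under 0.05 for this difference (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 60 had an unadjusted p under 0.05. With the replicate number as a block, 0 passed and 148 had an unadjusted p under 0.05. On simulated counts with a replicate effect of 0.5 (SD, log2), the interaction fit without a block recovered 0 of 200 genes that changed by 1 (log2). The count of 0 from that fit therefore cannot decide whether the effect differs between the populations. The effect in PGCC minus that in parental cells was -0.01 on the log2 scale for RRAGC (95% interval -0.294 to 0.276), 0.02 for STX3 (-0.306 to 0.347) and -0.09 for INSIG1 (-0.510 to 0.324). The small values for RRAGC and STX3 change sign under some settings, so that neither has a direction. In replicates 1, 2, 3 and 6 and in replicates 4 and 5 the mean differences were 0.12 and -0.21 for RRAGC, 0.11 and -0.12 for STX3, and -0.02 and -0.23 for INSIG1. The paper states that the increases were selective for PGCC, and proposes that these genes could respond to the inhibition of ASAH1, while leaving their roles open.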

The exact roles of these genes in PGCC biology remain to be investigated but they could be affected downstream of ASAH1 inhibition by LCL521. In this study, we focused on HMGCR and INSIG1, since both genes are involved in the synthesis of cholesterol, which like sphingolipids, is found in cellular membranes, where it influences membrane fluidity and cell signaling.

Compared to parental cancer cells, PGCC-independent of ASAH1 inhibition- had lower expression of INSIG1 protein, more efficiently effluxed cholesterol, and expressed high levels of SR-B1 (Fig. 4). INSIG1 ubiquitinates HMGCR and facilitates its proteasomal degradation, thereby decreasing cholesterol synthesis. Reduced expression of INSIG1 in PGCC relative to parental cancer cells may reflect their higher need for cholesterol. PGCC can express stemness markers, demonstrate plasticity, are highly dedifferentiated, and have therefore been described as somatic equivalents of pre-implantation embryos^7^. Human blastomere (pre-implantation) and blastocyst (post-implantation) transcriptomes indicate that the former have highly enriched gene expression in cholesterol biosynthesis^25^. Thus, a decrease in INSIG1 protein reflects the altered cholesterol in PGCC compared to parental cancer cells, which represents another parallel between PGCC and the pre-implantation embryos.

SR-B1, which is increased in PGCC, is a multi-functional protein able to participate in both cholesterol efflux and uptake^26^. Aside from SR-B1 mediating the transfer of cholesterol between high density lipoproteins and normal cells, it also facilitates the uptake of cholesterol by malignant cells and can be considered an enabling factor for self-sufficiency in cancer^27,28^. In prostate cancer, SR-B1 is upregulated in both primary disease as well as in metastatic lesions of castrate resistant disease^29^. SR-B1 also participates in HDL-mediated cholesterol efflux, thus increased serum-induced cholesterol efflux observed in PGCC could be due to higher SR-B1 expression, as serum contains abundant amounts of HDL particles^26^. It should be noted that while SR-B1 protein was shown to be downregulated in cholesterol-loaded PGCC for immunoblotting, the cholesterol used for these experiments (MβCD:Chol) was different than the radiolabeled cholesterol used for the efflux experiments and this may have resulted in decreasing SR-B1 protein in MβCD:Chol-loaded PGCC due to the oversaturation of cellular cholesterol causing these cells to hinder cholesterol uptake through SR-B1 downregulation^30^. Moreover, it is possible that serum exposure to PGCC loaded with radiolabeled cholesterol may have upregulated SR-B1 protein in these cells, resulting in increased cholesterol efflux, or these cells may have increased serum-induced cholesterol efflux through other pathways^15^. However, as markers of PGCC have not been defined, increased SR-B1 could represent an additional candidate that in combination with other proteins could establish a panel of proteins suitable to identify PGCC in patient samples.

We observed that prolonged ASAH1 inhibition resulted in accumulation of cholesterol in the perinuclear region (Fig. 5), which differed from the cell surface accumulation of ceramide (Fig. 1). Hypothesizing that the accumulation could represent functional sequestration, we analyzed how parental cells and PGCC responded to cholesterol depletion using simvastatin and compared the response to ASAH1 inhibition. We found that inhibition of ASAH1 significantly increased HMGCR protein expression, which reflects a response of cells that sense low levels of cholesterol (Fig. 4). Reducing cholesterol has numerous potential effects in cancer cells, including diminished proliferation and impaired signaling via G protein-coupled receptors, MAPK, and Akt^31^. However, since cholesterol staining did not indicate that PGCC have low levels of this lipid upon ASAH1 inhibition, our results suggest that disruption of cholesterol trafficking may occur when ASAH1 function is inhibited. Thus, inhibition of ASAH1 in the lysosome appears to cause wide-ranging effects on lipid function in other compartments. Visualization of ceramide and cholesterol confirmed that the lipids do not colocalize and that ceramide levels were high at the edges of cells and in cytoplasmic extensions (Fig. 6). The mechanism by which ceramide accumulates at the cell surface following ASAH1 inhibition by LCL521 remains unclear and requires further investigation. One possibility is that ceramide increases as a result of sphingomyelinase activity. Radiation can directly stimulate neutral sphingomyelinase to generate ceramide in membranes and recently, neutral sphingomyelinase 2 (nSMase2, SMPD3) was found responsible for the generation of plasma membrane ceramide upon chemotherapy treatment^32,33^. Based on RNAseq expression data, PPC1 cells have low levels of SMPD3 but expression does increase significantly in PGCC (p = 0.00023). 

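SMPD3 (ENSG00000103056, chromosome 16 from 68392231 to 68482591) encodes a neutral sphingomyelinase. It had 0.537 ± 0.264 CPM (SD, n = 6) in parental cells, from 5 to 14 counts per library, and 1.10 ± 0.503 CPM (SD, n = 6) in PGCC, from 4 to 31 counts. The log2 fold change was 1.06 (standard error 0.41, adjusted p = 0.0474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0206 with the replicate block. The rise was present in 5 of 6 same-numbered pairs, and the unpaired two-sided exact permutation test gave p = 0.0801. The mean paired difference was 0.59 in replicates 1, 2, 3 and 6 and 1.29 in replicates 4 and 5. Leaving out replicate 2, 3, 4 or 5 raised the adjusted p above 0.05, so that at this depth the call depends on single libraries.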

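SMPD2 (ENSG00000135587, chromosome 6 from 109761966 to 109765122) had 11.1 ± 1.63 CPM (SD, n = 6) in parental cells and 7.73 ± 1.18 CPM (SD, n = 6) in PGCC. Its log2 fold change was -0.52 (standard error 0.14, adjusted p = 0.00715 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.0123 with the replicate block. It was lower in 6 of 6 same-numbered pairs, by a mean of -0.72 in replicates 1, 2, 3 and 6 and of -0.12 in replicates 4 and 5. SMPD4 (ENSG00000136699, chromosome 2 from 130908981 to 130940323) had 76.9 ± 14.8 CPM (SD, n = 6) in parental cells and 93.9 ± 10.7 CPM (SD, n = 6) in PGCC. The log2 fold change of SMPD4 was 0.30 (standard error 0.13, adjusted p = 0.0683 from the same edgeR test), and the adjusted p was 0.0122 with the block. It was higher in 6 of 6 pairs, by a mean of 0.18 in replicates 1, 2, 3 and 6 and of 0.54 in replicates 4 and 5.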

The expression of other neutral sphingomyelinases (SMPD2, SMPD4) is more robust but is either unchanged or decreased in PGCC. However, there is no plausible explanation on how ASAH1 inhibition would affect neutral sphingomyelinase activity at the plasma membrane. The expression of acid sphingomyelinase (SMPD1), which generates ceramide at the outer plasma membrane in response to various stresses, including radiation, is also unchanged between PPC1 cells and PGCC. However, like ASAH1, acid sphingomyelinase resides within lysosomes and it has recently been shown that radiation promotes the fusion of lysosomes with the plasma membrane followed by release of lysosomal content to the cell surface^34^. Thus, it is plausible that the visualized increase in surface ceramide in LCL521 treated PGCC is contained within lysosomes that are being translocated to and/or fusing with the plasma membrane. 

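SMPD1 (ENSG00000166311, chromosome 11 from 6411655 to 6416228) had 3.31 ± 0.622 CPM (SD, n = 6) in parental cells and 3.12 ± 0.411 CPM (SD, n = 6) in PGCC, from 42 to 76 counts per library. The log2 fold change was -0.08 (standard error 0.17, adjusted p = 0.723 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p was 0.672 with the replicate block. SMPD1 was lower in 3 of 6 same-numbered pairs, and the exact permutation test gave p = 0.574.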

Since simvastatin did not significantly increase total ceramide levels in the cell, our data suggest that the localized increase in ceramide upon drug treatment of PGCC may occur as a consequence of altered cholesterol metabolism. Our results cannot distinguish whether cholesterol failed to be transported to the plasma membrane or if ceramide displaced the lipid. Displacement of cholesterol by ceramide has been documented and appears to depend on the relative ratios of the molecules^35–37^. Cholesterol can cause dynamic changes in membrane curvature and plays important roles in exocytosis^38^. Similarities between mechanisms underlying exocytosis and budding of PGCC progeny remain to be defined but the “barren branching” morphology and our previous analysis by time-lapse microscopy are supportive of the hypothesis that membranes of PGCC treated with LCL521 are stiffer than those of untreated PGCC. Since cholesterol depletion resulted in similar morphology as ASAH1 inhibition in PGCC, we hypothesized that treatment with simvastatin should impair PGCC progeny formation. Our data supported this hypothesis, but further biophysical measurements would be required to directly demonstrate membrane stiffness.

The novel observation that simvastatin inhibits PGCC progeny formation is interesting because numerous studies have demonstrated benefits of lipophilic statins in cancer patients^39,40^. Unlike hydrophilic statins that act primarily in the liver, lipophilic statins are disseminated throughout the body, which may explain their benefits in cancer patients. Hypotheses behind the benefits of statins in cancer include downregulation of EMT markers, a decline in MYC expression, and preferential action against “stem-like” subpopulations^41–44^. Simvastatin, the most lipophilic statin, has been associated with a decrease in cancer recurrence in multiple clinical studies^45–47^. A meta-analysis of 30 studies investigating statin use in prostate cancer patients revealed that statin use lowered recurrence rates and increased survival specifically in patients who received radiation therapy as it did not reduce the incidence of prostate cancer development or affect recurrence rates or survival in patients who underwent surgical removal of the prostate^48^. This radiation therapy specific effect is interesting in the context of PGCC, since this population is promoted by stress and our current results show that progeny generation is inhibited by simvastatin. Our results support the possibility that benefits of simvastatin in radiation-treated prostate cancer patients or LCL521 in a preclinical model of prostate cancer during radiation therapy inhibited PGCC progeny formation and contributed to improved outcomes^22,48^. Our data suggest that dependence of PGCC on cholesterol is a vulnerability that is highly actionable and could be quickly leveraged in the clinic by placing patients on simvastatin during radiation or chemotherapy.

## Materials and methods

### Cell lines, generation of PGCC, and reagents

PPC1 prostate cancer and MEL624 melanoma cells were kind gifts from Dr. Dean Tang (Roswell Park Comprehensive Cancer Center, Buffalo, NY) and Dr. Michael Nishimura (Loyola University, Chicago, IL), respectively. All cells were cultured in RPMI-1640 medium (Cellgro, Manassas, VA), Antibiotic–Antimycotic (1%; Gibco), and FBS (10%; Hyclone). Cells were maintained at 37 °C with 5% CO_2_. PGCC were generated by exposing parental cells, plated 8 × 10^5^/100 mm dish overnight, to a single 8 Gy dose of gamma irradiation (^137^Cs γ‐irradiator, J.L Sheperd & Associates) or 5 nM docetaxel (Zydus Hospira Oncology). On day 3, PGCC were captured through size exclusion filtration using a 20 micron cell strainer (PluriSelect), which resulted in a highly enriched PGCC working populations (Fig. S8). LCL521 was synthesized at the MUSC Lipidomics Core and reconstituted in 100% ethanol to 50 mM^49,50^. Simvastatin was obtained from Cayman Chemicals (#10010344).

### RNA-sequencing

PPC1 cells were allowed to attach overnight. The next day, half of the plates were irradiated (8 Gy) to generate PGCC. On day 3, cells were exposed to 5 μM LCL521 for 5 h and were then detached by trypsinization. Cells from irradiated plates were filtered to enrich for PGCC. RNA was isolated (Qiagen RNAeasy kit) and quantity and purity verified (Nanodrop from Thermo Fisher). A total of 6 RNA samples per condition were submitted to Novogene (Cambridge, UK). Prior to library construction, Novogene repeated verification RNA integrity (Agilent 2000). Workflows for generation of the library and subsequent bioinformatic analysis by Novogene are shown in Fig. S9. Downstream analysis was performed using a combination of programs including STAR, HTseq, Cufflink and our wrapped scripts. Alignments were parsed using Tophat program and differential expressions were determined through DESeq2. GO and KEGG enrichment were implemented by the ClusterProfiler^51–59^. For additional details please see supplementary methods.

### Real time-PCR

MEL624 cells were exposed to 8 Gy and treated with vehicle or LCL521 (5 µM) for 5 h on day 3. RNA was extracted from PGCC (RNAeasy kit, Qiagen) and reverse transcribed (Promega kit, #A5000), and qPCR was performed with iQSYBR Green master mix (BioRad, catalog #1708882) using a CFX Connect Real-time PCR Detection System (Bio-Rad, MUSC Proteogenomic facility). PCR primers were from realtimeprimers.com (Elkins Park, PA). The HMGCR primer set: Forward 5'- CTT GGT TTT TGG CTC TTT CA -3', Reverse 5'- GTC AAT TGC ACT GAT CAC CA -3'. The INSIG1 primer set: Forward 5'- TGG CCT ACT GTA CCC CTG TA -3', Primer 5'- GGA CAG CTG GAC ATT ATT GG -3'.

### Immunoblotting

For analysis of HMGCR and INSIG1, PPC1 cells were plated and PGCC induced by radiation stress. On day 3, media was refreshed, and cells treated with vehicle, 1 µM simvastatin, 5 µM LCL521, or 10 µM LCL521. Media and treatments were refreshed again at 24 h and samples collected at 48 h. For analysis of SR-B1, PPC1 cells were exposed to vehicle or 5 nM docetaxel to generate PGCC. After 72 h, cells were washed with PBS, and each set of cells were treated with one of the following conditions: (1) vehicle only in serum-free medium; (2) LCL521 (5 µM) in serum-free medium; (3) serum-free medium containing the water-soluble cholesterol, cholesterol–methyl-β-cyclodextrin (MβCD:Chol) (10 µg/mL; Sigma-Aldrich, St. Louis, MO); (4) LCL521 (5 μM) in serum-free medium containing MβCD:Chol (10 µg/mL). Twenty-four hours after treatments, cells were washed with PBS, and respective treatments re-initiated for another 24 h. Cells not exposed to docetaxel were washed with PBS, and then cells harvested using RIPA lysis buffer containing mammalian protease inhibitors (VWR Life Science). PGCC were captured by size exclusion filtration and then lysed in RIPA buffer containing mammalian protease inhibitors. Protein was quantified and equal amounts of protein were separated by SDS-PAGE, transferred to nitrocellulose or PVDF membranes, blocked, and incubated with the following primary antibodies: anti-HMGCR (1:1,000, sc-271595), anti-INSIG1 (1:1,000, sc-390504), or anti-GAPDH (1:1,000, sc-32233), all from (Santa Cruz Biotechnology) or SR-B1 (1:1,000, MABC730; EMD Millipore). Secondary antibodies were 1:50,000 goat anti-mouse IgG-HRP (#7076S, Cell Signaling), goat anti-mouse IgM-HRP or goat anti-mouse IgG-HRP (1:10,000,Sigma-Aldrich). ECL substrate (Immobilon ECL Ultra Western HRP Substrate; Millipore Sigma) was used for protein detection. Film or a ChemiDoc machine (Analytik Jena US) were used for visualization of signals. Band intensity was quantified using ImageJ (open source, NIH) and the results expressed as the ratio of protein-of-interest/GAPDH. Data were normalized to untreated parental cells. Full images of all blots are shown in Fig. S10 and 11.

### Cholesterol efflux assay

PPC1 cells were allowed to grow to 50–60% confluency and treated with vehicle or 5 nM docetaxel for 72 h. Cells were trypsinized and PGCC from docetaxel treated cultures were enriched by filtration before plating vehicle treated and PGCC evenly onto a 48-well tissue culture plate. After 24 h, cells were washed with PBS, and then cholesterol-loaded via using serum-free media containing [^3^H] cholesterol (1 μCi/mL; PerkinElmer). After 24 h, cells were washed and treated with vehicle only or 5 μM of LCL521 in serum-free medium for 4 h. After treatments, cells were washed with PBS, and then incubated with human serum (2.5%; Sigma-Aldrich) diluted in serum-free medium for 4 h. Medium and cells were then collected/harvested and [^3^H] were counted in medium/cells as described^60^. Percent serum-induced cholesterol efflux was calculated by dividing the amount of [^3^H] in the medium by the amount of [^3^H] in cells plus medium and multiplying by 100.

### Confocal microscopy

Cells were plated into one row each on an 8 well chamber slide (#177445, Nalge-Nunc, Lab-Tek) to a confluency of 30%. After treatment cells were washed, fixed with 4% paraformaldehyde for 5 min, permeabilized with 0.01% Triton-X for 5 min, incubated overnight with anti-ceramide primary antibody 1:50 (#ALX-804-196-T050, Enzo), washed and incubated with anti-mouse FITC-conjugated secondary at 1:100 (#sc-2010, Santa Cruz) for one hour. After washing, cells were cover-slipped using ProLong Diamond anti-fade with DAPI (#P36962, Invitrogen). Signals were imaged by a Zeiss LSM 880 NLO inverted laser scanning confocal microscope using a 63X 1.4 N.A. planapochromat oil immersion lens.

Alternatively, after removal of primary anti-ceramide antibody, cells were incubated with Filipin III (#70440, Cayman Chemicals), and anti-mouse FITC-conjugated secondary at 1:50 (#sc-2010, Santa Cruz). Slides were mounted using ProLong Diamond antifade with SYTOX (Invitrogen). For cholesterol localization, at least 9 images from three experiments were captured for each condition using a UV laser at 20X on a Zeiss Axiovert 200. PGCC with clear peri-nuclear staining are expressed as a percentage of all cells per field. For cholesterol and ceramide colocalization, images (n = 5–6/group) of parental cells and PGCC were acquired using a Carl Zeiss LSM 880 confocal microscope (pixel size: 132 × 132 nm; 2 frame average) using a 63 × oil immersion objective (Plan-Apochromat, Carl Zeiss, NA = 1.4, working distance = 190 µm) and 405, 488, and 561 nm laser lines. Raw images were deconvolved in AutoQuant X (version 2.2.2; Media Cybernetics, Rockville, MD, USA) using the automatic filter strength setting. The CoLoc module in Imaris XT (version 9.1; Bitplane; Zurich, Switzerland) was used to generate intensity-based colocalization analysis between ceramide and cholesterol expression following previous methods^61^. Thresholds were first set individually for each channel using the automated function within the CoLoc module, and the Pearson’s correlation coefficient was determined for the ceramide and cholesterol channels. Quantification of ceramide/PGCC was achieved by dividing the signal intensity value by the cell count to obtain an average signal/cell.

### Viability crystal violet assay and colony count assays

Assays were performed as previously described^13^. Results are represented as percent signal in simvastatin-treated samples relative to vehicle treated samples. Colonies formation from PGCC in the 6 well plates was assessed visually by counting at 5 × magnification.

### Statistical analysis

RNA-seq data was collected from 6 sets of RNA isolations and analysis was performed by Novogene. All other experiments were performed with 3 technical and at least 3 biological replicates with all individual data points represented in summary graphs. Data were analyzed using Graph Pad Prism 9, with p < 0.05 considered significant. Multi-sample sets were first evaluated with the appropriate ANOVA test; Student’s t-test was used to test specific comparison hypotheses.

## Supplementary Information

Supplementary Information.

## Data Availability

All data generated and analyzed during the current study are included in this published article (and Supplementary Information files). The datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) database repository accession GSE195919. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195919.

# Supplementary material for: Polyploid giant cancer cells are dependent on cholesterol for progeny formation through amitotic division
**Source:** Sci Rep. 2022 May 27;12:8971. doi: 10.1038/s41598-022-12705-4
**Supplement:** Supplementary file 1 — Supplementary Information.

# **Polyploid Giant Cancer Cells are dependent on cholesterol for progeny formation through amitotic division**

**Shai White-Gilbertson<sup>1</sup>, Ping Lu<sup>1</sup>, Ikechukwu Esobi<sup>2</sup>, Jing Echesabal-Chen<sup>2</sup>, Patrick J. Mulholland<sup>3</sup>, Monika Gooz<sup>4</sup>, Besim Ogretmen<sup>5</sup>, Alexis Stamatikos<sup>2</sup>, Christina Voelkel-Johnson<sup>1,5\*</sup>**

## **Supplementary Information**

## Supplementary Methods

**Data Analysis.** Downstream analysis was performed using a combination of programs including STAR, HTseq, Cufflink and our wrapped scripts. Alignments were parsed using Tophat program and differential expressions were determined through DESeq2. GO and KEGG enrichment were implemented by the ClusterProfiler (1-9).

**Reads mapping to the reference genome.** Reference genome and gene model annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl) directly. Indexes of the reference genome was built using STAR and paired-end clean reads were aligned to the reference genome using STAR (v2.5). STAR used the method of Maximal Mappable Prefix (MMP) which can generate a precise mapping result for junction reads.

**Quantification of gene expression level.** HTSeq (v0.6.1) was used to count the read numbers mapped of each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. FPKM, Reads Per Kilobase of exon model per Million mapped reads, considers the effect of sequencing depth and gene length for the reads count at the same time, and is currently the most commonly used method for estimating gene expression levels (10).

**Differential expression analysis.** Differential expression analysis between two conditions/groups (two biological replicates per condition) was performed using the DESeq2 R package (2\_1.6.3). 

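The deposited counts hold 6 libraries per condition. With the installed version of DESeq2, all 6 per condition and default settings, 8124 of 20527 genes with an adjusted p had one under 0.05 between parental cells and PGCC (Benjamini-Hochberg adjustment). Of these, 4557 were higher in PGCC (56.1%) and 3567 lower (43.9%), and the 8124 genes include 6490 of the genes that edgeR called. For LCL521 in PGCC, DESeq2's Benjamini-Hochberg adjusted p was 6.6e-07 for INSIG1, 0.00317 for RRAGC and 0.0419 for STX3. With the fold-change prior of older DESeq2 versions, 4600 genes were higher and 3573 were lower in PGCC.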

DESeq2 provide statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P-values were adjusted using the Benjamini and Hochberg's approach for controlling the False Discovery Rate (FDR). Genes with an adjusted P-value <0.05 found by DESeq2 were assigned as differentially expressed. The Venn diagrams were prepared using the function vennDiagram in R based on the gene list for different group.

**Correlations.** To allow for log adjustment, genes with 0 FPKM are assigned a value of 0.001. Correlation were determined using the cor.test function in R with options set alternative = "greater" and method = "Spearman"

**Clustering.** To identify the correlation between difference, we clustered different samples using expression level FPKM to see the correlation using hierarchical clustering distance method with the function of heatmap, SOM (Self-organization mapping) and kmeans using silhouette coefficient to adapt the optimal classification with default parameter in R.

**GO and KEGG enrichment analysis of differentially expressed genes.** Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. GO terms with corrected P-value less than 0.05 were considered significantly enriched by differential expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system, such as the cell, the organism and the ecosystem, from molecular level information, especially large-scale molecular datasets generated by genome sequencing and other high-through put experimental technologies (<http://www.genome.jp/kegg/>). We used cluster Profiler R package (v.2.4.3) to test the statistical enrichment of differential expression genes in KEGG pathways.

**Differentially expressed gene annotation.** TFCat and Cosmic database were used to annotate the differential expressed gene. TFCat is a curated catalog of mouse and human transcription factors (TF) based on a reliable core collection of annotations obtained by expert review of the scientific literature. COSMIC is a database designed to store and display somatic mutation information and related details which contains information relating to human cancers.

## References

1. Cock PJ, Fields CJ, Goto N, Heuer ML, Rice PM. The Sanger FASTQ file format for sequences with quality scores, and the Solexa/Illumina FASTQ variants. *Nucleic Acids Res.* 2010;38(6):1767-71. Epub 2009/12/18. doi: 10.1093/nar/gkp1137. PubMed PMID: 20015970; PMCID: PMC2847217.
2. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics.* 2013;29(1):15-21. Epub 2012/10/30. doi: 10.1093/bioinformatics/bts635. PubMed PMID: 23104886; PMCID: PMC3530905.
3. Erlich Y, Mitra PP, delaBastide M, McCombie WR, Hannon GJ. Alta-Cyclic: a self-optimizing base caller for next-generation sequencing. *Nat Methods.* 2008;5(8):679-82. Epub 2008/07/08. doi: 10.1038/nmeth.1230. PubMed PMID: 18604217; PMCID: PMC2978646.
4. Finn RD, Tate J, Mistry J, Coghill PC, Sammut SJ, Hotz HR, Ceric G, Forslund K, Eddy SR, Sonnhammer EL, Bateman A. The Pfam protein families database. *Nucleic Acids Res.* 2008;36(Database issue):D281-8. Epub 2007/11/28. doi: 10.1093/nar/gkm960. PubMed PMID: 18039703; PMCID: PMC2238907.
5. Jiang L, Schlesinger F, Davis CA, Zhang Y, Li R, Salit M, Gingeras TR, Oliver B. Synthetic spike-in standards for RNA-seq experiments. *Genome Res.* 2011;21(9):1543-51. Epub 2011/08/06. doi: 10.1101/gr.121095.111. PubMed PMID: 21816910; PMCID: PMC3166838.
6. Anders S, Huber W. Differential expression analysis for sequence count data. *Genome Biol.* 2010;11(10):R106. Epub 2010/10/29. doi: 10.1186/gb-2010-11-10-r106. PubMed PMID: 20979621; PMCID: PMC3218662.
7. Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS.* 2012;16(5):284-7. Epub 2012/03/30. doi: 10.1089/omi.2011.0118. PubMed PMID: 22455463; PMCID: PMC3339379.
8. Kanehisa M, Goto S. KEGG: kyoto encyclopedia of genes and genomes. *Nucleic Acids Res.* 2000;28(1):27-30. Epub 1999/12/11. doi: 10.1093/nar/28.1.27. PubMed PMID: 10592173; PMCID: PMC102409.
9. Altschul SF, Madden TL, Schaffer AA, Zhang J, Zhang Z, Miller W, Lipman DJ. Gapped BLAST and PSI-BLAST: a new generation of protein database search programs. *Nucleic Acids Res.* 1997;25(17):3389-402. Epub 1997/09/01. doi: 10.1093/nar/25.17.3389. PubMed PMID: 9254694; PMCID: PMC146917.
10. Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B. Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nat Methods.* 2008;5(7):621-8. Epub 2008/06/03. doi: 10.1038/nmeth.1226. PubMed PMID: 18516045.

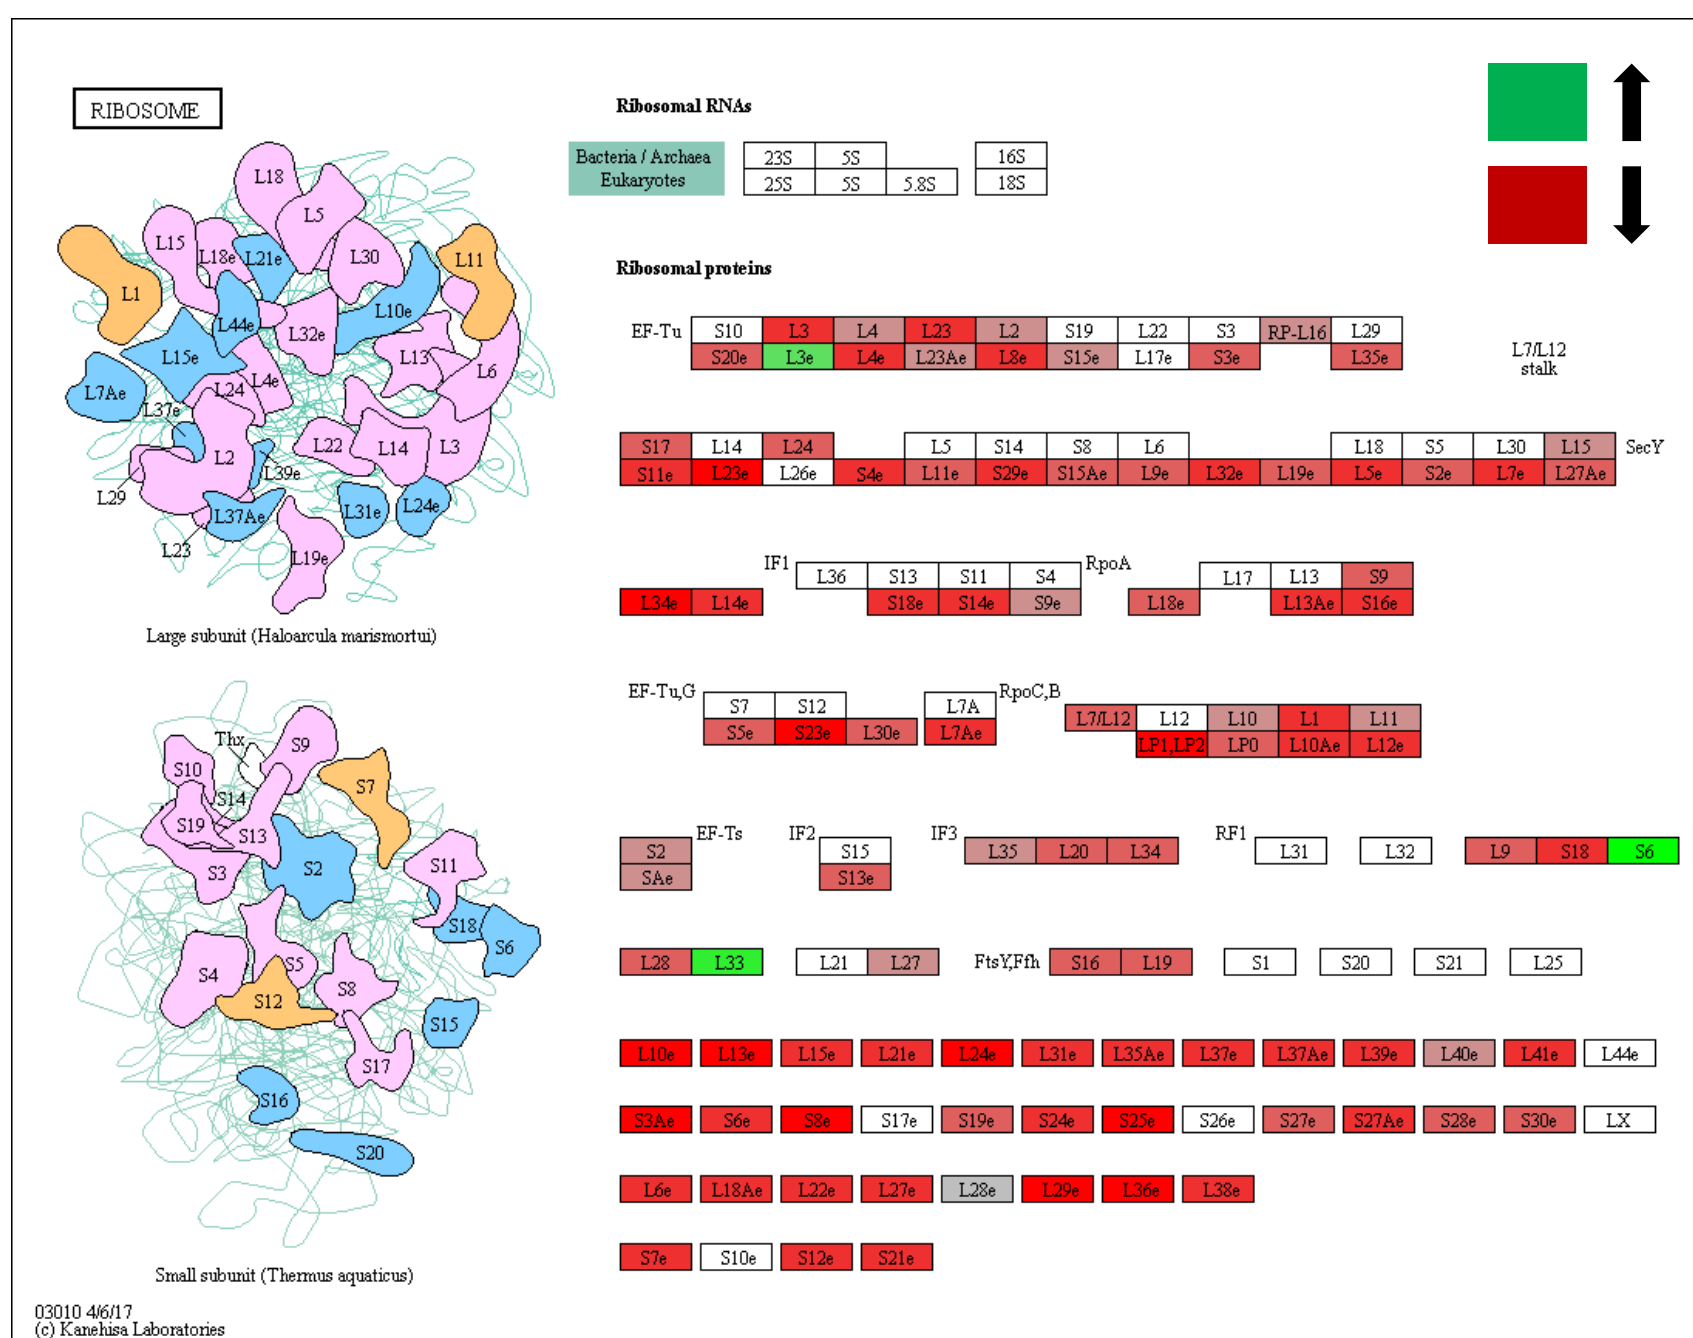

**Figure S1.** Ribosomal genes in PGCC relative to parental cells. This illustration was generated by Novogene using ClusterProfiler v2.4.3.

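In the drawing, ribosomal proteins stand for genes that were counted singly. RPL10 (ENSG00000147403, chromosome X from 153618315 to 153637504) fell most, from 3242 ± 151.0 CPM (SD, n = 6) in parental cells to 1305 ± 71.5 CPM (SD, n = 6) in PGCC. Its log2 fold change was -1.31 (standard error 0.06, adjusted p = 7.3e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RPS23 had a log2 fold change of -1.05, and RPS27L, the higher gene, had 0.37. RPL3 (ENSG00000100316, chromosome 22 from 39708887 to 39716394) had 2762 ± 150.1 CPM (SD, n = 6) in parental cells and 1501 ± 144 CPM (SD, n = 6) in PGCC, a log2 fold change of -0.87. RPL3L, its paralog, had between 2 and 19 counts per library in these conditions and was removed by the filter on low counts. DESeq2, without that filter, gave RPL3L a log2 fold change of 1.48. Among mitochondrial ribosomal proteins, 23 were lower and 2 were higher, MRPS6 with a log2 fold change of 0.87 and MRPL33 with 0.81. MRPL1 and MRPS18A fell most, with -0.81 and -0.68. The median of this set was -0.32, and its median paired difference was below 0 in 6 of 6 replicates, with means of -0.39 in replicates 1, 2, 3 and 6 and -0.12 in replicates 4 and 5. Many ribosomal protein genes have processed pseudogenes that share their reads, so that single values are uncertain. The 31 ribosomal protein pseudogenes that passed the filter had a median log2 fold change of -0.63.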

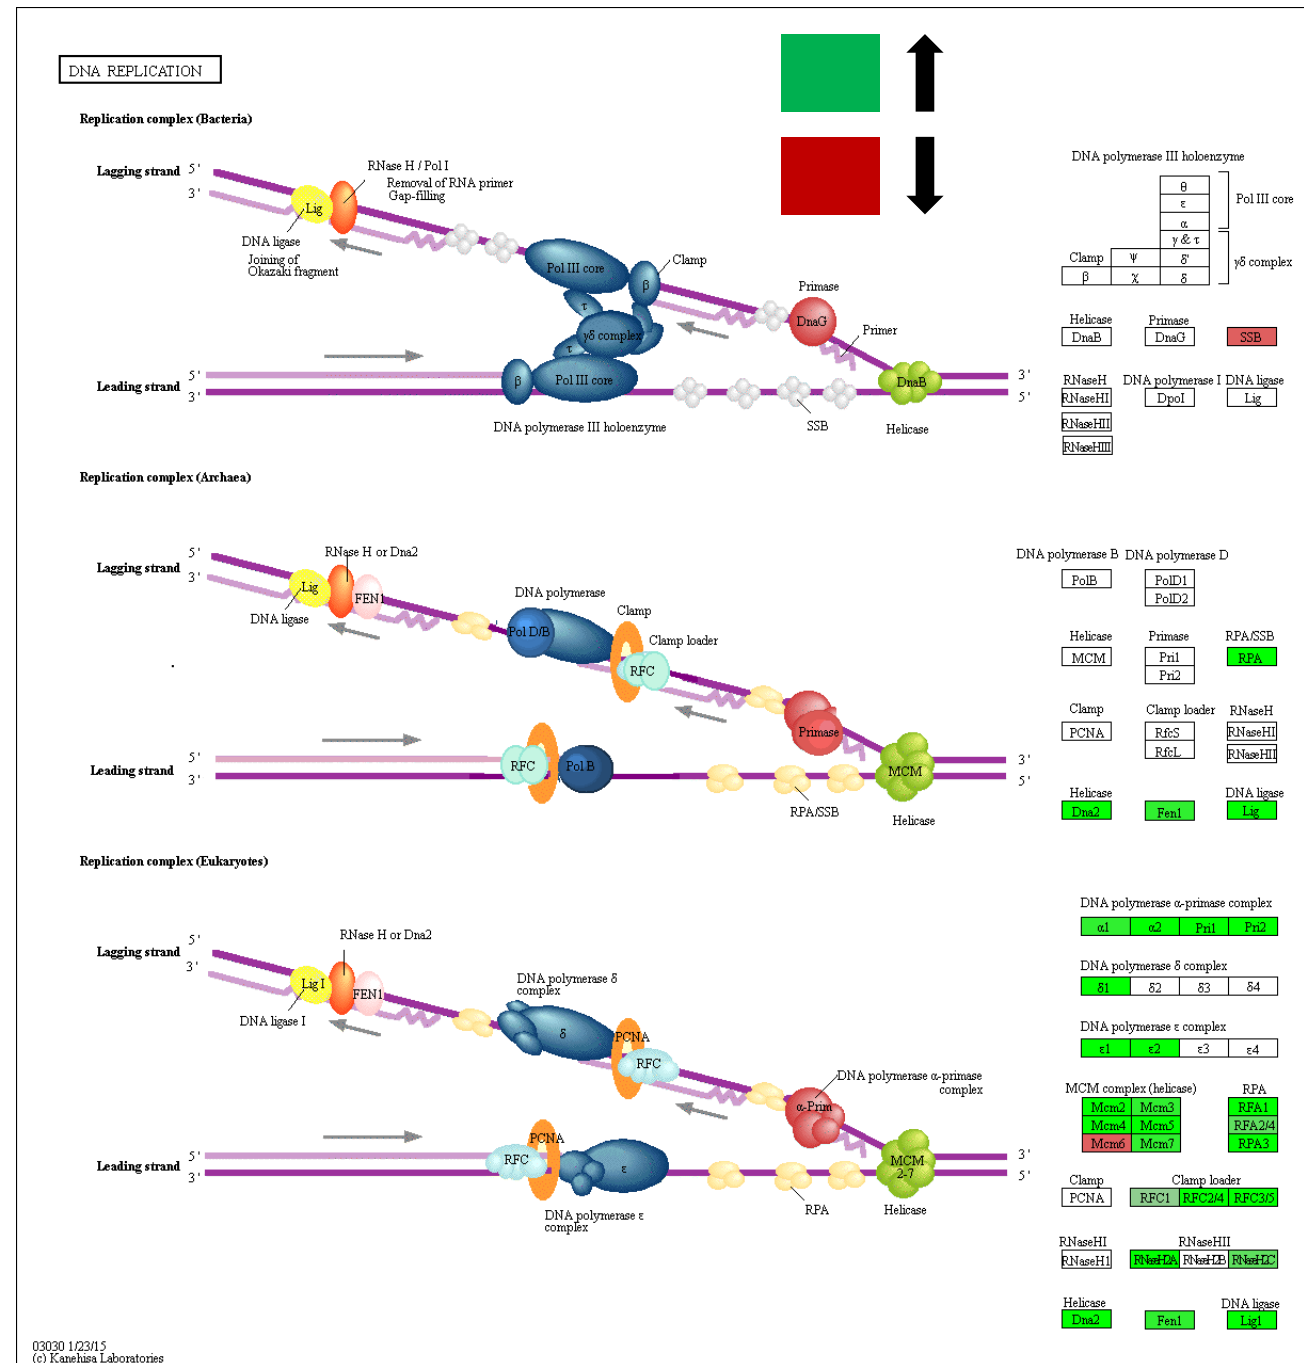

**Figure S2.** DNA replication genes in PGCC relative to parental cells. This illustration was generated by Novogene using ClusterProfiler v2.4.3.

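POLA2 (ENSG00000014138, chromosome 11 from 65029233 to 65073060), a subunit of DNA polymerase alpha, rose most, from 12.6 ± 5.02 CPM (SD, n = 6) in parental cells to 41.6 ± 2.16 CPM (SD, n = 6) in PGCC. The log2 fold change was 1.73 (standard error 0.23, adjusted p = 2.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its mean paired difference was 1.40 in replicates 1, 2, 3 and 6 and 2.66 in replicates 4 and 5. LIG1 followed with a log2 fold change of 1.58. The 2 lower genes were MCM6, a helicase subunit, and SSBP1, each with a log2 fold change of -0.40. MCM6 (ENSG00000076003, chromosome 2 from 136597196 to 136633996) fell in 5 of 6 same-numbered pairs, by a mean of -0.61 in replicates 1, 2, 3 and 6, while the mean was 0.03 in replicates 4 and 5. Its adjusted p was 0.0101 from the same edgeR test, and 0.0237 with the replicate block.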

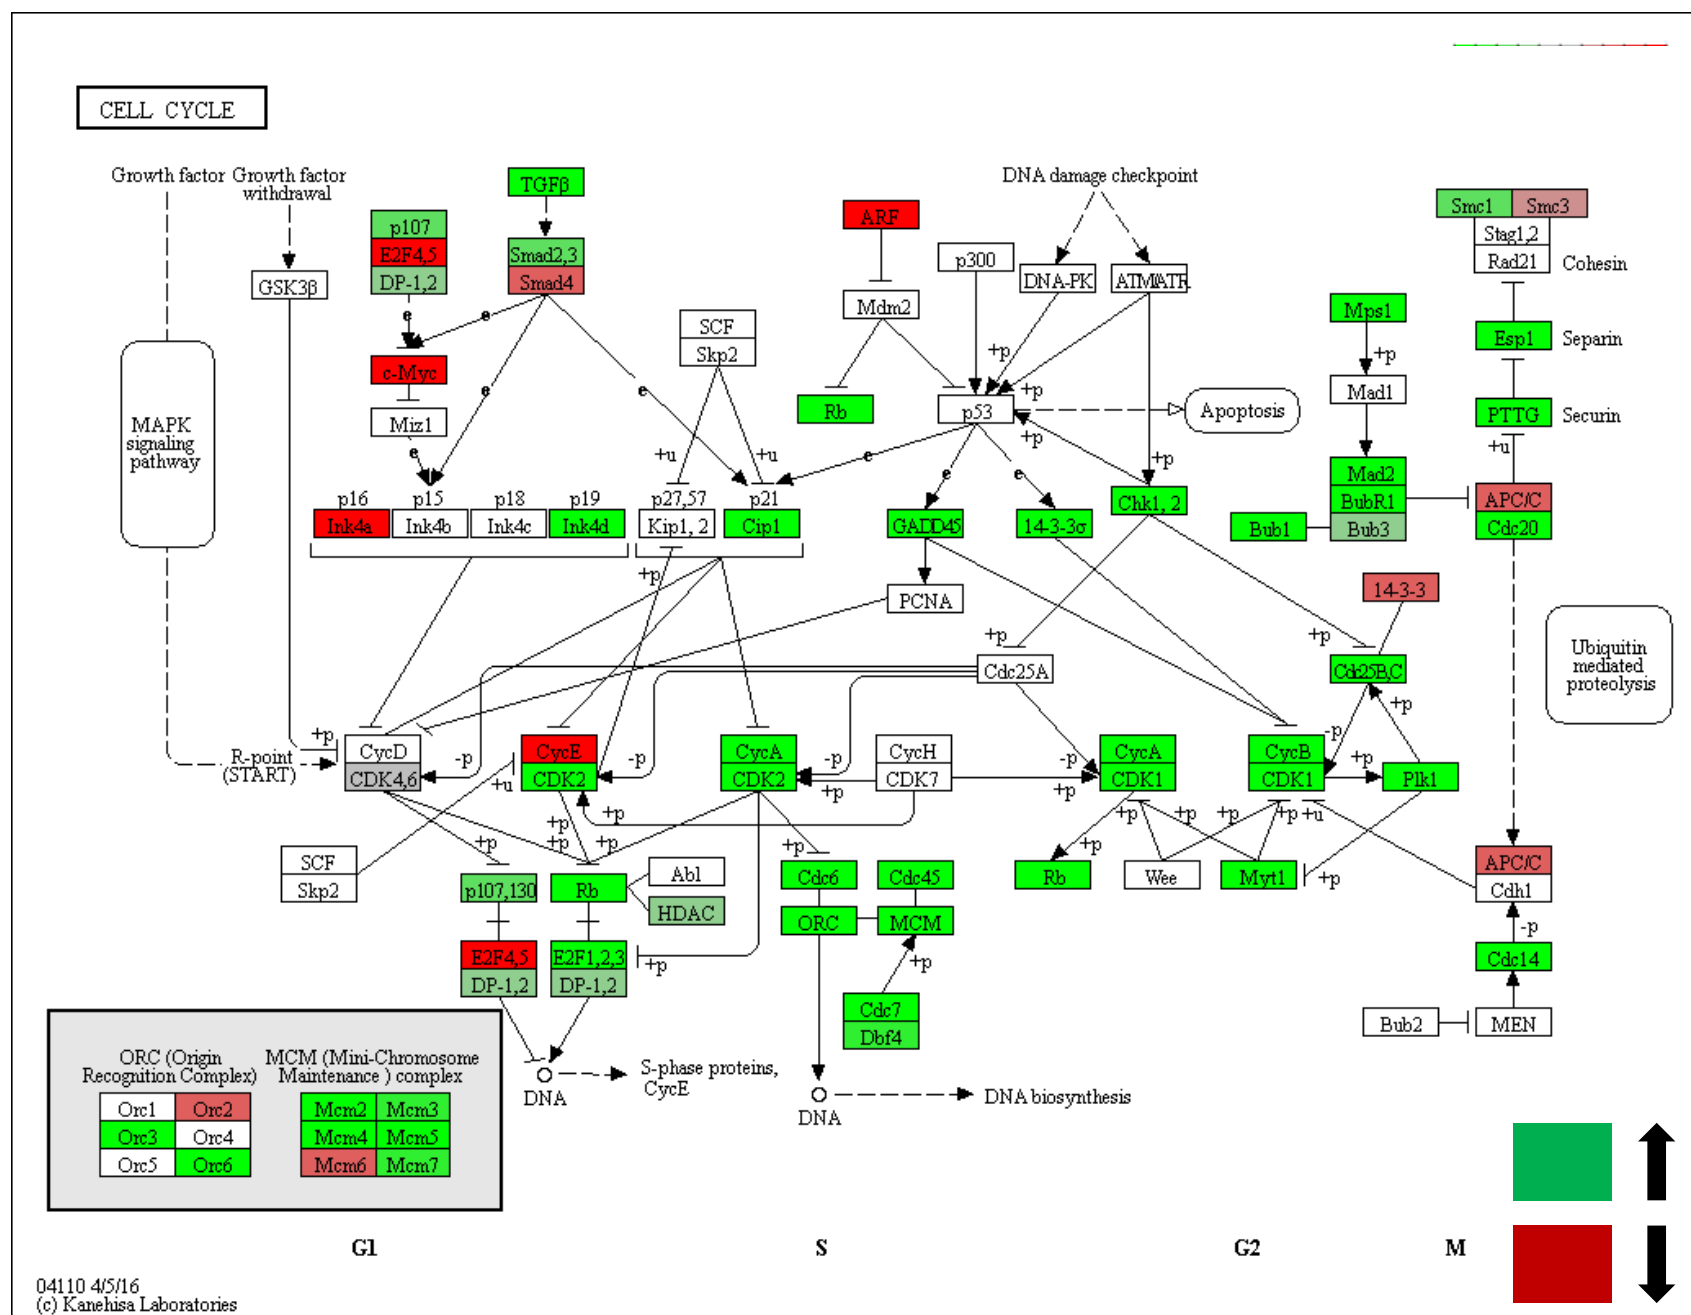

**Figure S3.** Cell cycle genes in PGCC relative to parental cells. This illustration was generated by Novogene using ClusterProfiler v2.4.3.

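CDC45 had 8.85 ± 2.79 CPM (SD, n = 6) in parental cells and 62.2 ± 3.61 CPM (SD, n = 6) in PGCC. The log2 fold change of CDC45 was 2.82 (standard error 0.19, adjusted p = 1.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest falls among the cell cycle genes were those of CCNE1 and E2F5, with log2 fold changes of -2.09 and -1.14. CCNE1 (ENSG00000105173, chromosome 19 from 30302805 to 30315215) fell by a mean of -2.56 in replicates 1, 2, 3 and 6 and of -0.37 in replicates 4 and 5. Its paralog CCNE2 had a log2 fold change of -0.83 (standard error 0.56, adjusted p = 0.238 from the same edgeR test), with means of -1.22 in replicates 1, 2, 3 and 6 and 1.93 in replicates 4 and 5, so that the 2 parts differed in direction. E2F4, MYC, CDKN2A and ORC2 were lower in PGCC in 6 of 6 same-numbered pairs, with log2 fold changes of -0.44, -0.89, -0.91 and -0.50.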

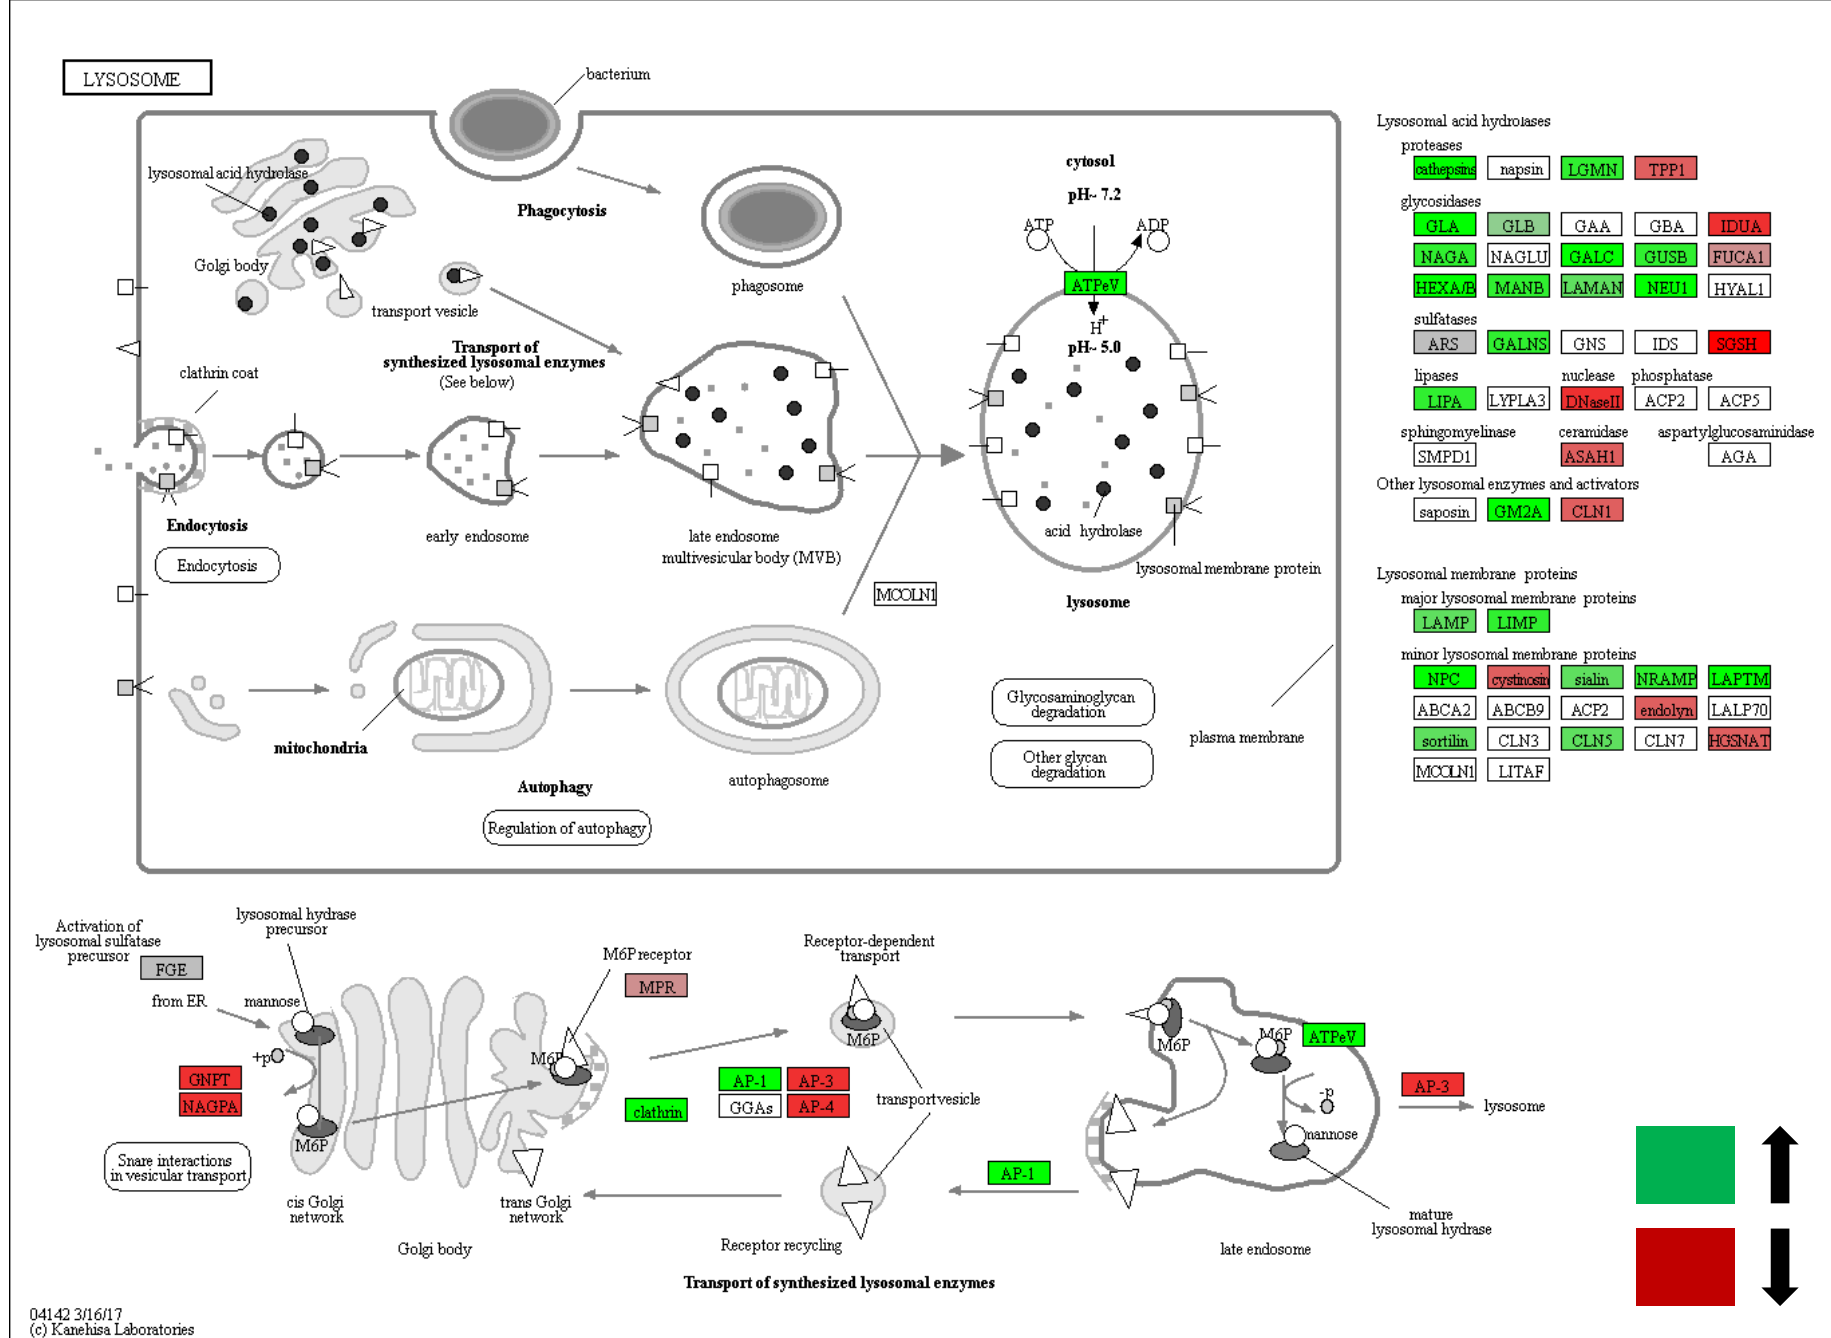

**Figure S4.** Lysosomal genes in PGCC relative to parental cells. This illustration was generated by Novogene using ClusterProfiler v2.4.3.

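Of the lysosome genes that differed, 32 were higher and 18 were lower in PGCC. The median log2 fold change of the set was 0.06, and its median paired difference was 0.0731 ± 0.0197 (SD, n = 6), above 0 in 6 of 6 replicates. The adjusted p was 0.101 from camera with Benjamini-Hochberg adjustment over the 7 sets, and 0.158 with the replicate block. GALC (ENSG00000054983, chromosome 14 from 88304164 to 88460009) rose most, from 1.86 ± 0.631 CPM (SD, n = 6) in parental cells to 6.23 ± 2.09 CPM (SD, n = 6) in PGCC, a log2 fold change of 1.74 (standard error 0.28, adjusted p = 1.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TCIRG1 rose by 1.39, and ARSG and SGSH had log2 fold changes of -1.35 and -0.96. ASAH1, itself a lysosomal enzyme, had 65.1 ± 4.23 CPM (SD, n = 6) in parental cells and 49.1 ± 3.77 CPM (SD, n = 6) in PGCC, a log2 fold change of -0.40 (standard error 0.07, adjusted p = 6.0e-04 from the same edgeR test).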

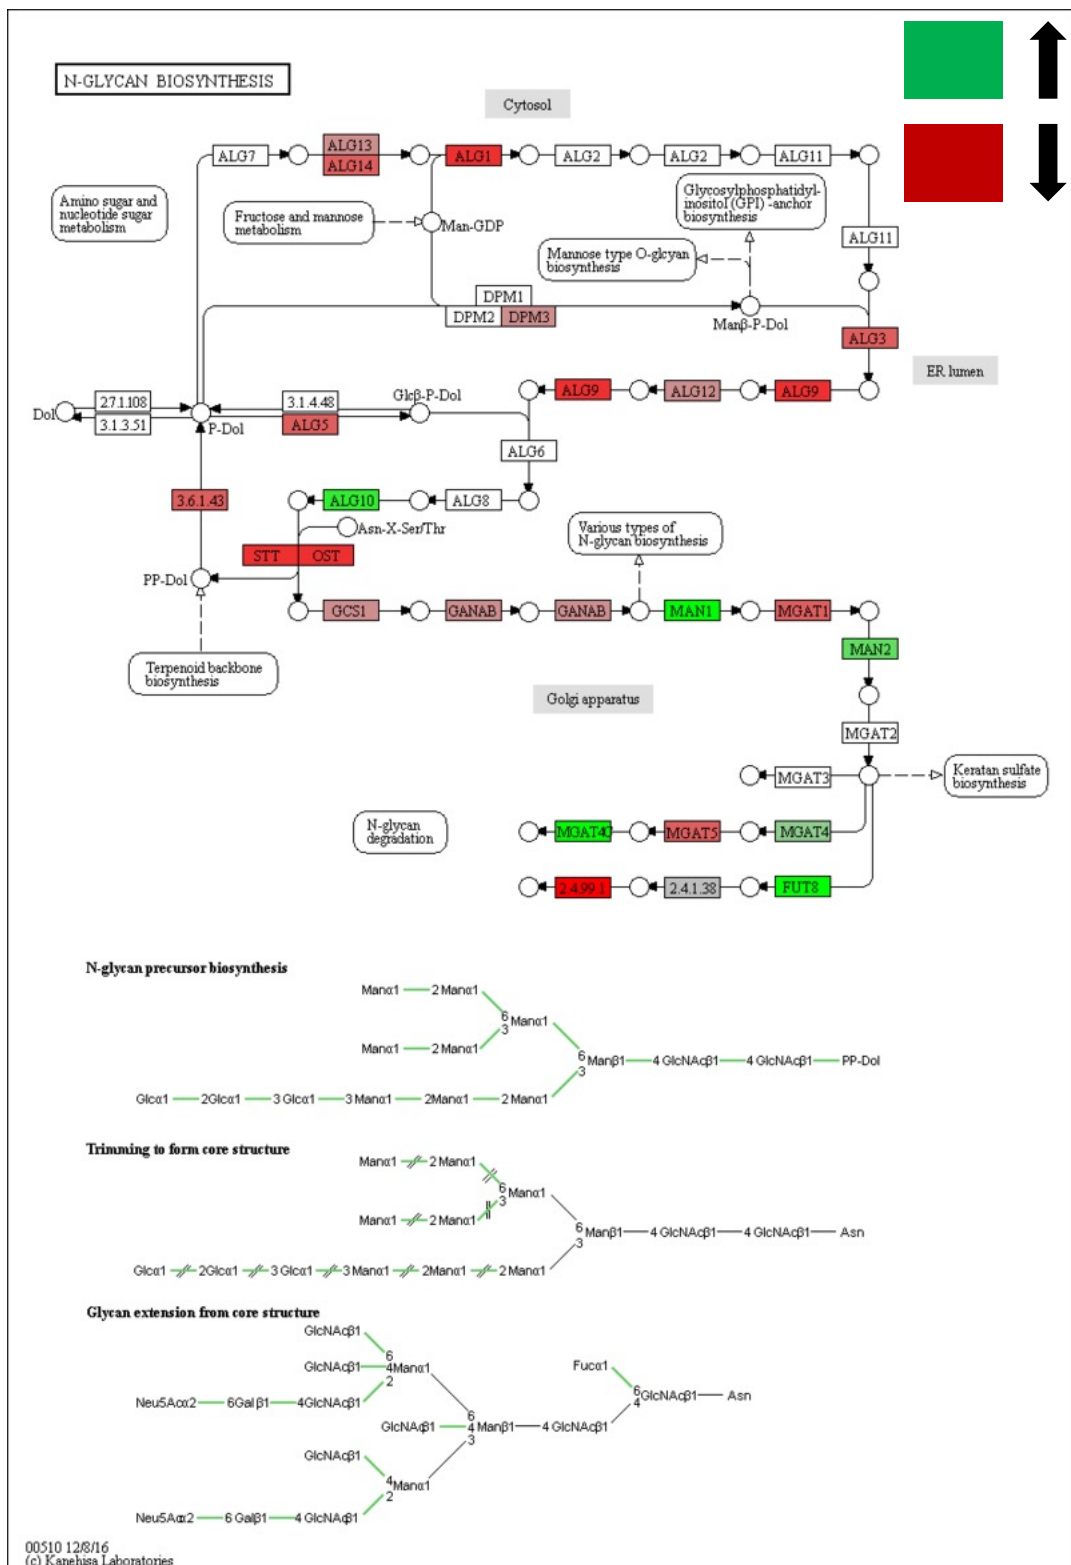

**Figure S6.** N-glycan synthesis in PGCC relative to parental cells. This illustration was generated by Novogene using ClusterProfiler v2.4.3.

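Of the N-glycan biosynthesis genes that differed, 6 were higher and 22 were lower in PGCC. The median log2 fold change of the set was -0.22 (adjusted p = 0.0182 from camera with Benjamini-Hochberg adjustment over the 7 sets, 0.0220 with the replicate block), and its median paired difference was -0.216 ± 0.0224 (SD, n = 6), below 0 in 6 of 6 replicates. MAN1A1 (ENSG00000111885, chromosome 6 from 119498374 to 119670926) rose from 91.9 ± 22.2 CPM (SD, n = 6) in parental cells to 292 ± 44.6 CPM (SD, n = 6) in PGCC, a log2 fold change of 1.67 (standard error 0.16, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MAN2A1 rose by 1.59. ST6GAL2 and MAN2A2 fell most, with log2 fold changes of -1.86 and -1.08. Of the pyrimidine metabolism genes of Fig. S5, 10 were higher and 16 were lower, and the median log2 fold change of that set was -0.15 (adjusted p = 0.325 from camera with Benjamini-Hochberg adjustment). TK1 and RRM2 rose most, with log2 fold changes of 2.93 and 2.74, and DHODH and NT5C fell most, with -1.24 and -1.23.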

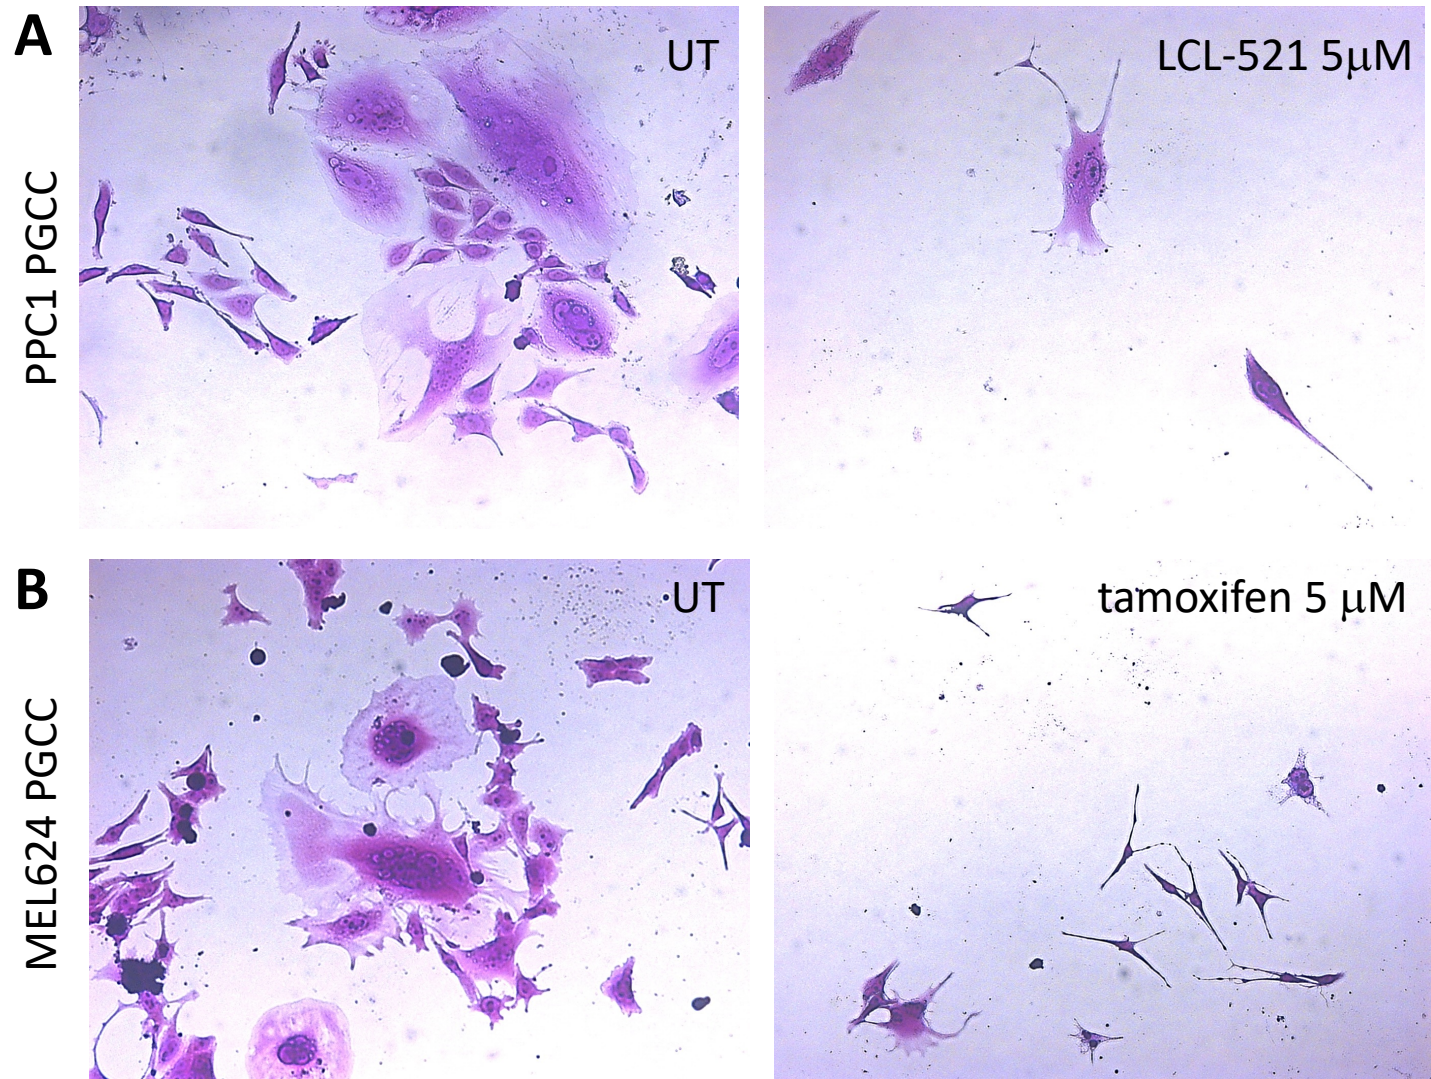

**Figure S7. “Barren branching” morphology** Uncropped 10X images of PGCC extruding progeny when left untreated or extending thin projections without daughter cells upon inhibition of ASAH1 with 5  $\mu$ M of either LCL-521 (A) or 4-OH tamoxifen (Calbiochem/Sigma #579002) (B).

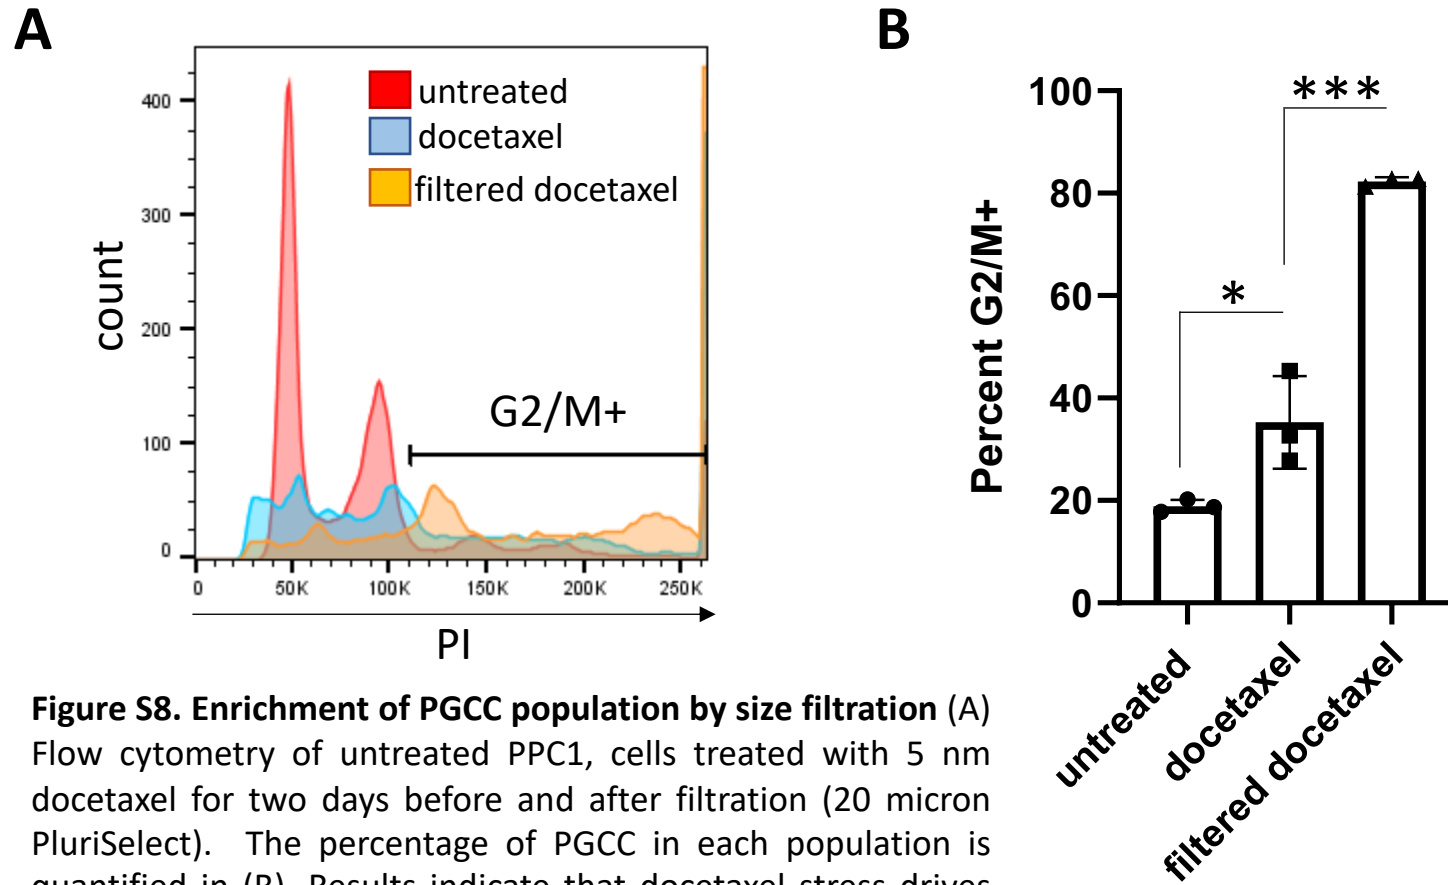

**Figure S8. Enrichment of PGCC population by size filtration (A)** Flow cytometry of untreated PPC1, cells treated with 5 nm docetaxel for two days before and after filtration (20 micron PluriSelect). The percentage of PGCC in each population is quantified in (B). Results indicate that docetaxel stress drives PGCC formation, \*  $p<0.05$  and that filtration results in highly enriched PGCC, \*\*\*  $p<0.00001$ .

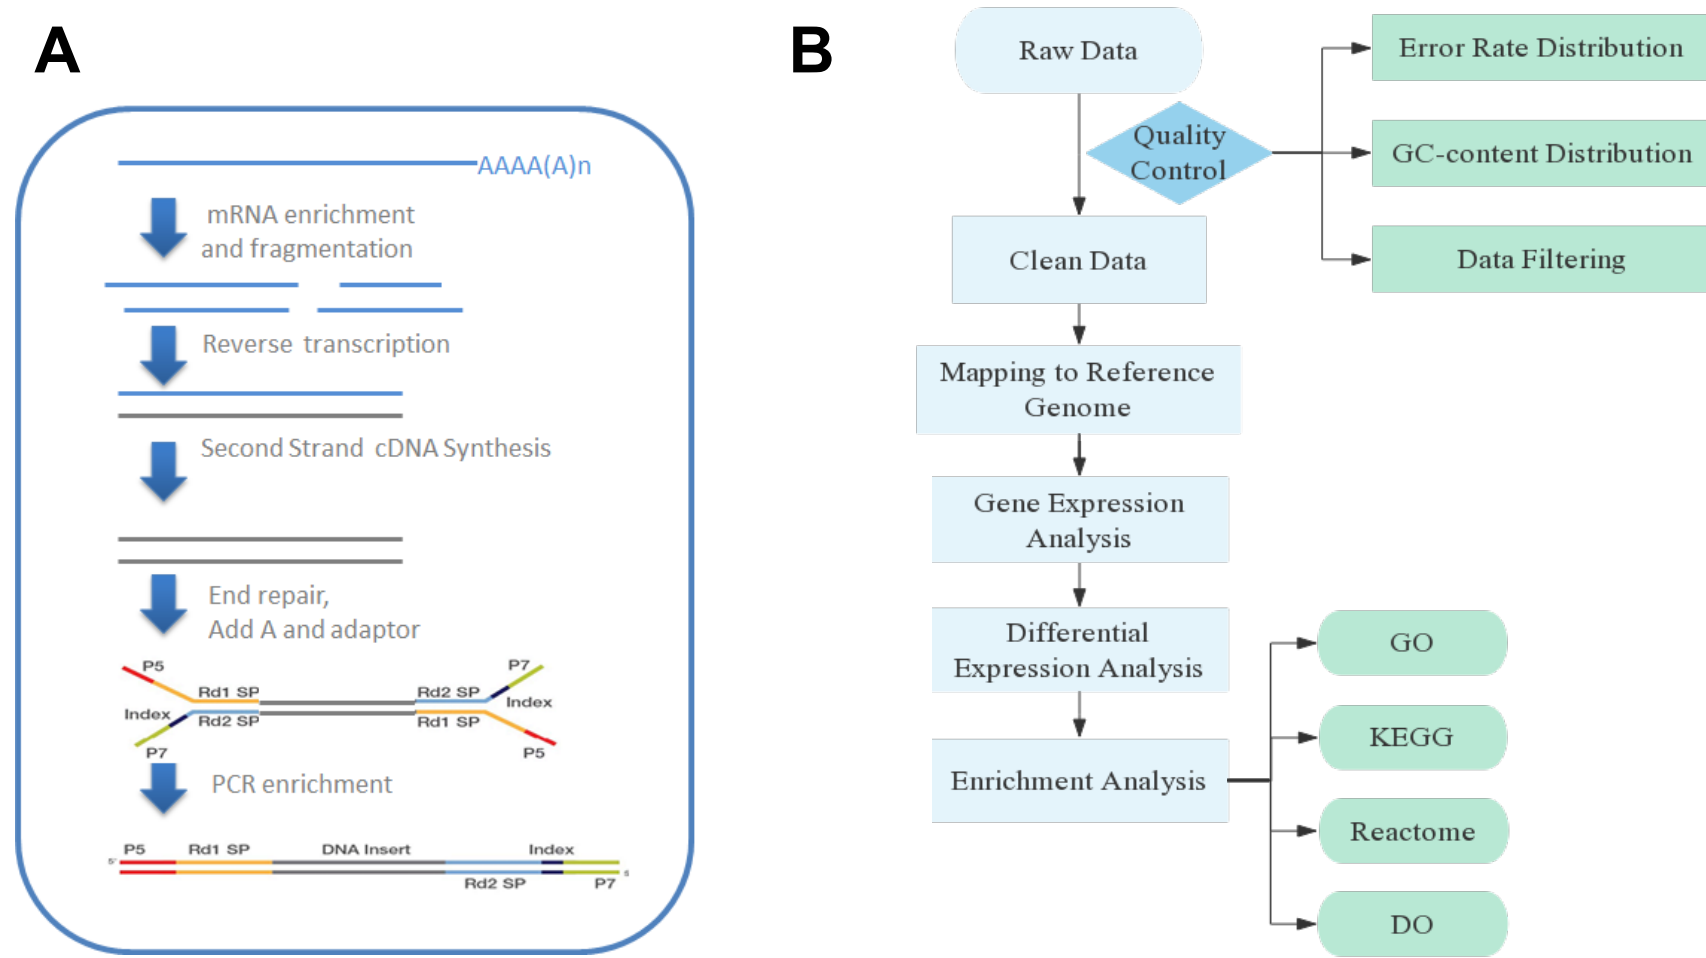

**Figure S9. Generation of library and bioinformatic analysis.** (A) Library construction. The cDNA is synthesized using random hexamer primers and MMLV. Second strand cDNA synthesis is performed using DNA polymerase I and RNase H. The double-stranded cDNA is purified using AMPure XP beads and remaining overhangs converted into blunt ends. After adenylation of 3' ends, NEBNext Adaptor with hairpin loop structure is ligated to prepare for hybridization. Library fragments (preferentially 150-200bp) were purified with AMPure XP system (Beckman Coulter, Beverly USA). After PCR amplification fragments are purified using AMPure XP beads. The quality of the library was confirmed prior to sequencing (B) Bioinformatic analysis. Raw data underwent quality control and clean data was mapped to references and gene expression analysis performed. This illustration was generated by Novogene.

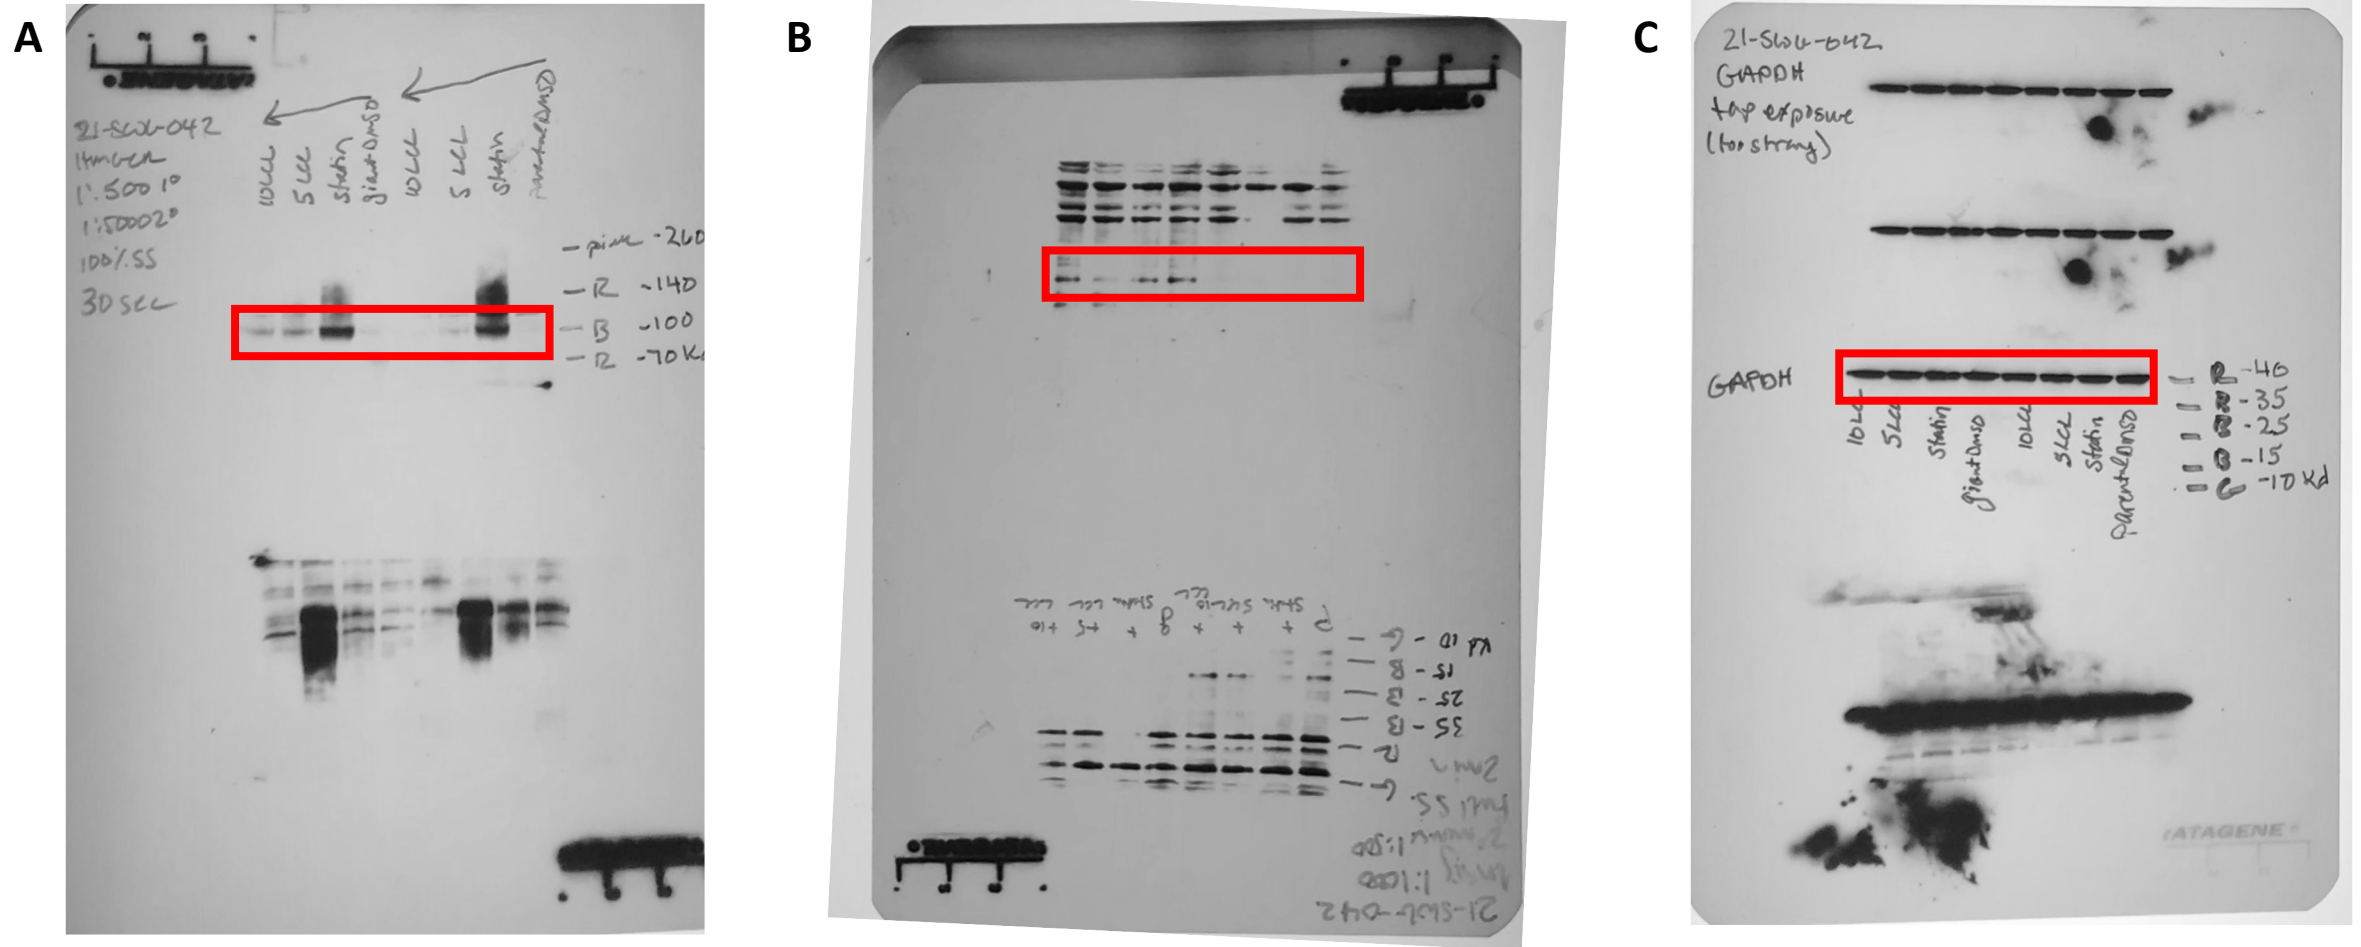

**Figure S10. Uncropped Western blots for Figure 4A.** (A) HMGCR ~95 kD flipped left to right to preserve legibility. Two exposures shown, one with markers. (B) INSIG1 ~30 kD with two exposures shown, one with markers. (C) GAPDH ~37 kD, multiple exposures, one with markers. All exposures done on film. Red boxes denote the exposures shown in Figure 4A.

**A**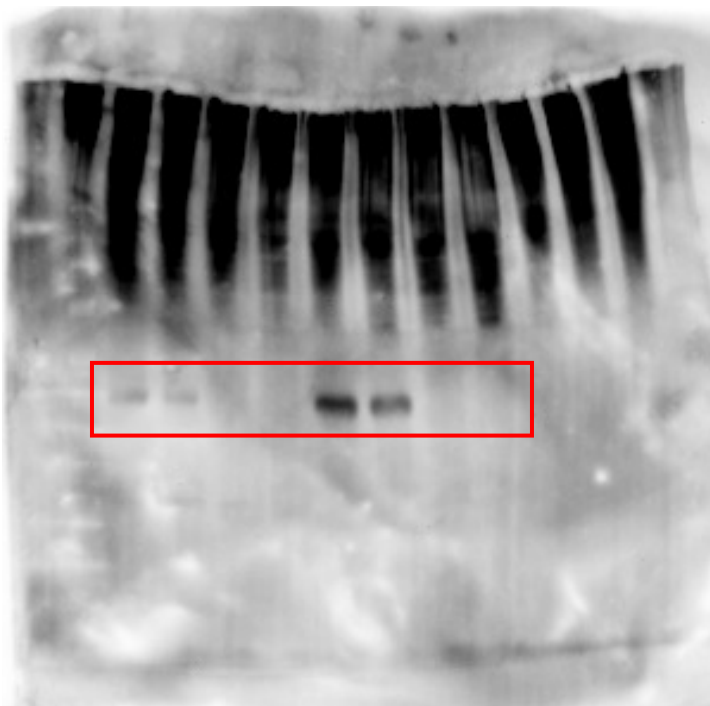**B**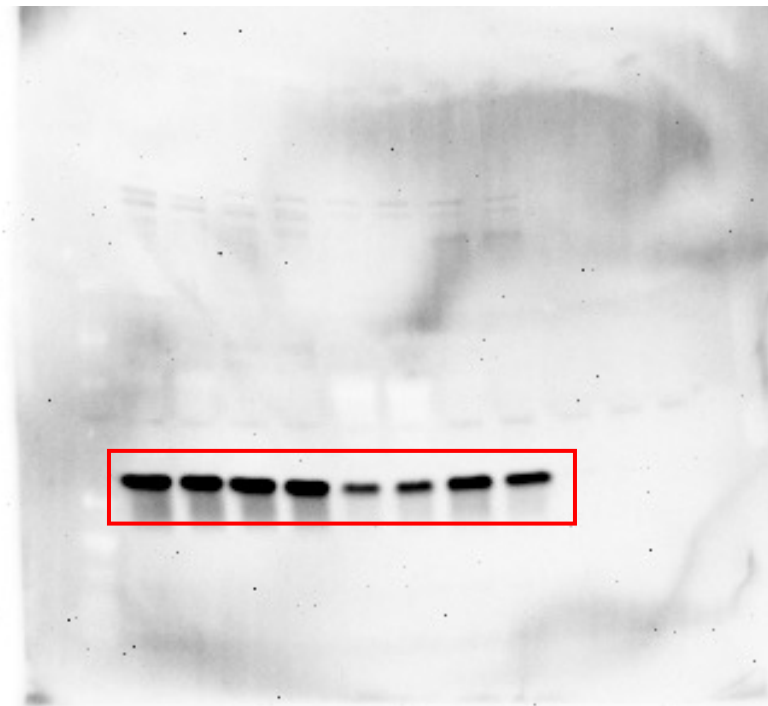

**Figure S11. Uncropped Western blots for Figure 4E. (A) SR-B1 (B) GAPDH. Exposures performed on ChemiDoc.**

How the deposited data were processed for this re-analysis (not part of the article)

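RNA-seq was made of PPC1 cells in 4 conditions with 6 libraries each, parental cells and PGCC with and without LCL521, 24 libraries in all. For each library the authors deposited read counts per gene. The supplementary methods say that Novogene aligned paired-end reads with STAR and counted them on genes with HTSeq. The counts had not been normalized: they are whole numbers, and no other per-sample values are in the table. The table also gives each gene's length in bases, its coordinates, its Ensembl identifier and its symbol for 48162 genes. The genome build and the annotation release are not named in the paper's text, so coordinates are printed as listed, without conversion. Whether reads were counted by strand is not stated there, so counts of antisense and overlapping genes are uncertain. The same holds for paralogs, multigene families and pseudogenes, whose reads the counting may have split. No per-sample column was left out.

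Total counts ranged from 14835246 to 19906601 per library. They lay between 14835246 and 19906601 in parental cells, between 16677528 and 17575677 in parental cells with LCL521, between 15483220 and 19590419 in PGCC and between 15573469 and 19120559 in PGCC with LCL521. The 10 genes with the most counts held between 3.87% and 6.54% of them. Libraries of the same condition differed by more than counting error: the chi-square per degree of freedom over genes lay between 5.05 and 120.1 in the 60 pairs of libraries of the same condition. Sampling noise alone would give 1.

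Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with low counts were removed with edgeR's filterByExpr (a minimum count of 10 and a minimum total count of 15), library sizes were scaled by TMM, and each comparison was tested with edgeR's quasi-likelihood test on the 12 libraries of its 2 conditions. The interaction of LCL521 with population was tested on all 24 libraries. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 and no minimum fold change. Standard errors of log2 fold changes were computed as the size of the change divided by the square root of the F statistic. Log2 CPM values carry a prior count of 2. Intervals are at the 95% level and use the test's residual degrees of freedom. The comparisons, tests, gene sets and alternatives were fixed before the data were examined, except where the text says otherwise.

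Replicate numbers come from the sample labels, and the methods' 6 sets of RNA isolations give them meaning. Whether they pair the libraries was checked by the correlation of same-numbered libraries' deviations from their condition means. The main tests have no block, because the methods name none, and every comparison was repeated with the replicate number as a block. Single genes and set medians were also tested with two-sided exact permutation tests, over all 924 divisions of 6 against 6 libraries or all 64 sign changes of 6 paired differences. Principal components were computed on log2 CPM of the genes kept by the filter.

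Gene sets were written by hand from the boxes of Fig. S1 to Fig. S6. Further sets held cholesterol synthesis genes, without the genes that the paper reports, and TFEB targets. Sets of ATF4 and YAP targets were added after the data were seen. Over-representation was tested with a one-sided Fisher's exact test against the other genes tested, and direction with limma's camera (correlation between genes 0.01), each adjusted over the 7 sets. Camera was also run with the correlation estimated from the data, and set medians were compared with those of 10000 random gene lists matched on mean expression.

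Genes named in the text were chosen by a rule: every gene that the paper names from the RNA-seq, with ASAH1 and SCARB1; the 5 largest rises and 5 largest falls between parental cells and PGCC among genes past the threshold with a mean of at least 2 log2 CPM and the same direction in every pair; for each LCL521 comparison the genes past the threshold, or the 3 smallest p-values where none passed; the 2 largest rises and 2 largest falls of each set; and members that Fig. S1 to Fig. S6 draw against their group. Values of some genes that the rule takes in are not reported here.

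The alternatives were DESeq2, DESeq2 with a fold-change prior, limma-voom, RLE and upper quartile factors, library totals, no filter beyond 1 count in any library, at least 10 counts in every library, all 24 libraries in one fit, the replicate block, a correction for gene length with and without the block, and each replicate left out in turn. A further 4 settings were added after the data were seen: the block in DESeq2, leaving out replicates 4 and 5 with and without the block, and a block within each population for the interaction.

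The procedure was tested on simulated counts drawn from the means and sizes of the libraries. The changed genes differed by 1 on the log2 scale, so the numbers recovered do not give the power for smaller changes. Without a replicate effect, 200 of 200 changed genes were recovered, with 8 other calls among 13290 genes. With a replicate effect the block was needed to recover them, and DESeq2 without the block recovered 109. A block within each population recovered 200 of 200 genes changed in the interaction, with 13 other calls among 13833 genes. The interaction fit without a block recovered 0 of these 200. Lipid, protein, efflux and colony measurements, and the quantitative PCR of MEL624 cells, were not analysed here.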

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

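The tests of library size, of a few genes taking most of the counts, of gene length for the difference between populations, and of a response of PGCC only were chosen only after the results were seen.

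In 11 of 228 groups of 6 libraries examined gene by gene, a single library lay far from the other 5 in log2 CPM, where chance gives 11.4. In parental cells these were E2F4 in replicate 6, at 7.51 with the nearest other library at 7.26, SGSH in replicate 2, at 5.38, and TCIRG1 in replicate 6, at 4.04. In parental cells with LCL521 they were E2F4 in replicate 6, at 7.37, RPL3 in replicate 6, at 11.18, and DLC1 in replicate 1, at 3.51. In PGCC they were MRPL33 in replicate 2, at 6.43, and SMPD3 in replicate 1, at -1.54. In PGCC with LCL521 they were MYC in replicate 4, at 9.65, SSBP1 in replicate 4, at 6.43, and TK1 in replicate 3, at 6.69. The design gives no condition that sets a single library apart, and no biological explanation was tested.

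For INSIG1, RRAGC and STX3, the 95% interval of the LCL521 effect in PGCC minus that in parental cells ended at 0.324, 0.276 and 0.347, below each gene's effect in PGCC of 0.67, 0.38 and 0.39. A response of PGCC only would have put the whole effect inside the interval, but the effect has a spread of its own. Its lower 95% limit was 1.38-fold for INSIG1, beyond the interval. It was 1.17-fold for RRAGC and 1.16-fold for STX3, inside it, so for these genes the comparison cannot exclude a response of PGCC only. In parental cells the 95% interval without the block was 1.31 to 2.22-fold for INSIG1, 1.09 to 1.57 for RRAGC and 1.05 to 1.6 for STX3. A candidate explanation is that LCL521 raised these 3 mRNAs in both populations, and that the spread between replicates kept parental cells from passing without the block. For the interaction with a block within each population, 0 genes passed, with 561 at an unadjusted p under 0.05. All 32 of the 32 splits that part the same-numbered pairs gave as many, which holds for any count of 0 and carries no information for or against this explanation.

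Outside the genes that the paper names, 112 genes passed for LCL521 in parental cells and 230 in PGCC with the replicate block. Of the 115 genes that passed in parental cells, 112 changed in the same direction in PGCC, and of 233 PGCC genes tested in parental cells 229 did. Of the 32 splits of the 12 libraries that part all same-numbered pairs, only the real one, 1 of 32, gave as many genes with the block in parental cells, where the next highest gave 2, and 1 of 32 did so in PGCC, where the next highest gave 76. Without the block, all 32 of 32 splits gave as many as the 0 genes of parental cells (71 at an unadjusted p under 0.05), which a count of 0 makes certain. In PGCC, 1 of 32 gave as many as the 1 gene. Among 68 splits that leave some pairs together, the highest gave 757 genes in parental cells and 1505 in PGCC without the block. Those splits had all 4 libraries of replicates 4 and 5 on the same side, and so follow that division and not LCL521.

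The cholesterol synthesis genes, without those that the paper reports, had a median log2 fold change of 0.25 with LCL521 in parental cells, a comparison in which the paper reports no gene. Their median paired difference was above 0 in 6 of 6 replicates, and 12 of 22 passed with the replicate block. Library totals did not differ between parental cells with and without the drug (exact paired permutation test, p = 0.531), and the 10 most counted genes held at most 6.54% of the counts. With the block and the gene length correction, the test of limma's camera across genes, not across replicates, gave 7.38e-15 as its p-value with the correlation between genes set to 0.01. With that correlation estimated from the data, 0.372 without the block, the adjusted p of limma's camera with Benjamini-Hochberg adjustment over 6 LCL521 tests was 0.0356 without the block and 0.052 with it, so that the shift passes without the block only. Of the 22 genes, 20 rose in the mean of replicates 1, 2, 3 and 6. A permutation test over 10000 random lists matched on expression gave p = 0.0002, the smallest that it can give. The tests of library size, of few genes and of replicates 4 and 5 did not point to an artifact, but 4 of 32 splits gave as many shifted sets in parental cells and 14 of 32 in PGCC, so the number of shifted sets is not evidence by itself. A response of sterol synthesis genes to LCL521 in parental cells is a hypothesis, found and tested on the same data, and the drug's solvent was not tested.

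The cholesterol genes also had a median log2 fold change of 0.60 between parental cells and PGCC without LCL521, with 14 of 22 past the threshold, all higher. The median was above 0 in 6 of 6 replicates (exact paired permutation test, p = 0.0312), and the lowest value among replicates 1, 2, 3 and 6 was 0.335. With the gene length correction, camera's p-value across genes was 4.19e-05. With library totals only, the median of the set exceeded that of the other genes by 0.628, but scaling moves both medians nearly alike, so this does not test normalization as the cause. A permutation test over matched random lists gave p = 0.0002, the smallest that it can give, and library totals did not differ (exact permutation test, p = 0.9). With the correlation between genes estimated from the data, camera's p was 0.124, so the set's shift cannot be told from a common variation of its genes by that test. With the replicate block, 16 of the 22 genes passed, 15 higher and 1 lower. Most single genes of the list were thus higher in PGCC, while a shift of the set beyond the common variation of its genes remains a hypothesis. Contamination by other cells was not tested.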

How the results depend on the processing

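Apart from the results treated below, 93 results for single genes and sets were recomputed. Settings chosen in advance gave 1661 values. Of these, 1555 kept their direction and side of the threshold, or stayed within 1.5 times for counts; 17 counts moved further, 32 tests lost the threshold, 49 gained it and 8 values reversed. Settings added after seeing the data gave 276 values: 229 the same, 11 moved, 4 weaker, 27 stronger and 5 reversed. Unless a value below shows it, the cause was not tested.

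The number of genes between parental cells and PGCC was 6541, between 5649 and 8173 under the settings chosen in advance other than leaving out a replicate, and from 5529 to 6333 across the 6 fits that each left out a replicate.

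For LCL521 in parental cells, 0 genes passed (71 at an unadjusted p under 0.05), 115 with the replicate block, 230 with the replicate block and the gene length correction, and, added after seeing the data, 161 with the replicate block in DESeq2. With the block and without replicates 4 and 5, added after seeing the data, 3 genes passed, CDKN2B, HSPA1A and INSIG1, with log2 fold changes of 0.60, -0.37 and 0.65; these were named after their values were seen.

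For LCL521 in PGCC, where 1 gene passed, 4 did with DESeq2 and with DESeq2 with a fold-change prior, 0 with limma-voom (209 at an unadjusted p under 0.05), 0 with all 24 libraries in 1 fit (110), 234 with the replicate block, and 255 with the block and the gene length correction. Leaving out a replicate gave from 0 to 1 gene, with 152 to 220 at an unadjusted p under 0.05. After seeing the data, 191 passed with the block in DESeq2, 0 without replicates 4 and 5 (250 at an unadjusted p under 0.05), and 129 with the block and without them.

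For the interaction, where 0 genes passed (60 at an unadjusted p under 0.05), the replicate block in DESeq2, added after seeing the data, gave 8, each with a lowest count of 0 and a change of 27.87 or more on the log2 scale in size, which a count of 0 makes unreliable.

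Of the 7 gene sets, 4 were over-represented, and 7 were with DESeq2, with the fold-change prior, without the filter, and with the block in DESeq2. Of the 5 shifted sets, 0 passed with the estimated correlation between genes, where the shift of the cytosolic ribosomal genes, -0.64, had an adjusted p of 0.116 (2.16e-24 with the correlation of 0.01; camera with Benjamini-Hochberg adjustment) and that of the DNA replication genes, 0.83, had 0.178; their unadjusted p-values were 0.0165 and 0.103. The shifts of both sets had the same direction in every alternative run.

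Reversed values were small. For RRAGC between parental cells and PGCC (-0.05), they were 0.0440 with library totals, 0.00367 without replicates 4 and 5 and 0.00358 with the block and without them. SMPD1 had 0.0198 with library totals. The interaction of RRAGC (-0.01) was 0.0126 with limma-voom, 8.6e-04 with the replicate block, 0.00348 with the block within each population, and 0.117 and 0.119 without replicates 4 and 5, without and with the block. Leaving out a replicate gave from -0.0742 to 0.0477 for RRAGC, and from -0.0342 to 0.0672 for STX3, whose interaction (0.02) was -0.00098 with library totals. Library totals also raised the median of all genes tested between parental cells and PGCC, from -0.03 to 0.07, so reversals under them are not specific to a gene. None of these passed a threshold.

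Depth limits SMPD3, with 4 to 31 counts, and RPL3L, with 2 to 19. The alternatives for FPKM values were not run, as the file holds counts. DESeq2 with a prior and the single fit of all libraries do not apply to the interaction, nor camera to DESeq2's settings, and SMPD3 has no value with at least 10 counts in every library.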

Differences from the paper's values

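For LCL521 in PGCC, 1 gene had an adjusted p-value under 0.05, against the paper's 4. With DESeq2 and with DESeq2 with a fold-change prior, 2 of the alternatives set before the data were examined, 4 genes passed; none of the others closed the gap. The adjusted p-values from edgeR with Benjamini-Hochberg adjustment were 0.0395 for INSIG1, 0.301 for RRAGC and 0.715 for STX3. The paper's, read by eye from Fig. 3B, are about 0.0031 for RRAGC and about 0.042 for STX3. For INSIG1 minus log10 of the adjusted p is about 6.2 there, read by eye, against 1.40 here. With DESeq2 and with its fold-change prior these values fell within 1.5 times the paper's for these 3 genes. The replicate block, without and with the gene length correction, also did so for INSIG1 on the log scale, with 5.75 and 7.36. None of the others closed the gap for any of these 3 genes.

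For SMPD3 between parental cells and PGCC, the unadjusted p was 0.0222, against the paper's 0.00023. None of the alternatives set before the data were examined closed the gap: they ranged from 0.00417 without replicate 1 to 0.0871 without replicate 2. The unadjusted p of another sphingomyelinase, SMPD2, was 0.000231 with DESeq2, and that gene was lower in PGCC.

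In the set written for pyrimidine metabolism, 26 genes were differentially expressed, against about 52 in Fig. 2C, read by eye. None of the alternatives set before the data were examined closed the gap, with 23 to 30 genes.

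The following directions and calls also differ. The paper counts more genes down than up in PGCC, where DESeq2 gave 4557 higher and 3567 lower. With edgeR, 3186 were higher and 3355 lower, the same order as in the paper. Without the filter on low counts, edgeR gave 4406 higher and 3269 lower, so that order depends on the filter. Fig. S1 draws ribosomal protein L3e as higher, where RPL3 had a log2 fold change of -0.87 and its paralog RPL3L had 1.48 with DESeq2. The paper describes the neutral sphingomyelinases SMPD2 and SMPD4 as not rising in PGCC, where SMPD4 had a log2 fold change of 0.30, with an adjusted p of 0.0683 from edgeR with Benjamini-Hochberg adjustment and of 0.0122 with the replicate block. The paper reports no gene for LCL521 in parental cells, and 115 passed with the replicate block.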

Other observations

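The tests of gene length for the ribosomal genes, of low expression in the parental cells of replicates 4 and 5, and of the numbers of higher and lower genes were chosen only after the results were seen.

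Of the 32 splits that part the 6 same-numbered pairs, 1 of 32, the real one, gave as many genes as the 6541 between parental cells and PGCC, where the next highest gave 10. With the replicate block 1 of 32 did, where the next highest gave 18. Only the real split, 1 of 32, gave 4 over-represented gene sets. Only 1 other split had any gene past the threshold, and without such genes no set can be over-represented. The count of these sets therefore adds nothing to the count of genes. As many as 5 shifted sets were given by 8 of 32 splits, so the number of sets called by camera with a fixed correlation does not part the real comparison from others. In 68 other splits of these libraries, which leave some pairs together, 0 had as many genes.

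The fall of the cytosolic ribosomal protein genes was examined for technical sources. With the gene length correction, camera's p-value across genes was 2.76e-24. A permutation test over random lists matched on expression gave p = 0.0002, the smallest that it can give. Ribosomal protein pseudogenes fell as well, with a median log2 fold change of -0.634 over 31 pseudogenes, 23 of them lower and 2 higher past the threshold. A transfer of reads from genes to pseudogenes would have raised the pseudogenes. The highest median paired difference of replicates 1, 2, 3 and 6 was -0.52, so the fall was not confined to replicates 4 and 5. Library preparation may differ in ways that the labels do not record, which was not tested.

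The DNA replication genes rose in every replicate, the lowest of replicates 1, 2, 3 and 6 being 0.445. The rise was larger in replicates 4 and 5 by at least 0.363. Within parental cells these genes lay 0.34 below the condition mean in replicates 4 and 5, a mean deviation of -0.337, where the other replicates had 0.182. The size of the rise may therefore depend partly on low expression in the parental cultures of replicates 4 and 5, for example through their growth, which was not measured.

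The largest falls in PGCC include PCK2 and ASNS. Other targets of the transcription factor ATF4, a list that holds neither gene, fell with a median log2 fold change of -0.62 (camera's p-value across genes was 0.000462, and 0.000571 with the gene length correction), and were lower in 6 of 6 replicates. The fall was -0.259 or stronger in each of replicates 1, 2, 3 and 6. In parental cells the list lay 0.547 above the condition mean in replicates 4 and 5 and at -0.299 in the others. An amino acid stress response in the parental cultures is a candidate explanation. With the correlation between genes estimated from the data, 0.773, camera's p was 0.418, so this list does not stand apart by that test.

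With the replicate block, CTGF and CYR61 fell with LCL521, with log2 changes of -0.76 and -0.50 in parental cells and -0.36 and -0.35 in PGCC. These genes were singled out after their values were seen. Lower activity of YAP might account for it, but the medians of other YAP targets, -0.04 in parental cells and -0.03 in PGCC, were not told from 0 (exact paired permutation test, p = 0.5938 and 0.2188). Among the genes that passed with the block, HMGCS1, NPC1, SQLE and MVD rose in parental cells, with log2 changes of 0.37, 0.44, 0.26 and 0.31. The same genes also passed in PGCC, with 0.34, 0.30, 0.46 and 0.43. HMOX1 rose by 0.26 in parental cells and by 0.48 in PGCC. TFEB targets had a median log2 fold change of 0.06 with LCL521 in parental cells, higher in 6 of 6 replicates, and of 0.03 in PGCC, higher in 5 of 6.

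The LCL521 response of the cholesterol genes was also 0.25 in PGCC. The median of the difference between the populations was 0.04, and the paired difference was above 0 in 4 of 6 replicates (exact paired permutation test, p = 0.125).

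With DESeq2, 4557 genes were higher in PGCC and 3567 were lower, while the paper's numbers are 3552 up and 4573 down. The 4557 genes lie close to the paper's number of lower genes, so one possible explanation is that the paper counted changes in parental cells relative to PGCC. The figures and the ribosomal genes' direction in the paper go the other way, and this was not tested further.

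In mRNA without LCL521, INSIG1 was higher in PGCC than in parental cells, with a log2 fold change of 0.74 (adjusted p = 2.6e-04 from edgeR with Benjamini-Hochberg adjustment, 1.6e-04 with the replicate block) and higher values in 6 of 6 pairs. STX3 had 0.19, RRAGC -0.05 and SCARB1, which encodes SR-B1, -0.22, and none of these 3 passed. SCARB1 had a mean paired difference of -0.45 in replicates 1, 2, 3 and 6 and of 0.37 in replicates 4 and 5.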
